# Gill and Liver Transcript Expression Changes Associated With Gill Damage in Atlantic Salmon (*Salmo salar*)

**DOI:** 10.3389/fimmu.2022.806484

**Published:** 2022-03-28

**Authors:** Mohamed Emam, Albert Caballero-Solares, Xi Xue, Navaneethaiyer Umasuthan, Barry Milligan, Richard G. Taylor, Rachel Balder, Matthew L. Rise

**Keywords:** moderate gill damage, environmental stressors, transcriptomic response, wound healing, immune response

## Abstract

Gill damage represents a significant challenge in the teleost fish aquaculture industry globally, due to the gill’s involvement in several vital functions and direct contact with the surrounding environment. To examine the local and systemic effects accompanying gill damage (which is likely to negatively affect gill function) of Atlantic salmon, we performed a field sampling to collect gill and liver tissue after several environmental insults (e.g., harmful algal blooms). Before sampling, gills were visually inspected and gill damage was scored; gill scores were assigned from pristine [gill score 0 (GS0)] to severely damaged gills (GS3). Using a 44K salmonid microarray platform, we aimed to compare the transcriptomes of pristine and moderately damaged (i.e., GS2) gill tissue. Rank Products analysis (5% percentage of false-positives) identified 254 and 34 upregulated and downregulated probes, respectively, in GS2 compared with GS0. Differentially expressed probes represented genes associated with functions including gill remodeling, wound healing, and stress and immune responses. We performed gill and liver qPCR for all four gill damage scores using microarray-identified and other damage-associated biomarker genes. Transcripts related to wound healing (e.g., *neb* and *klhl41b*) were significantly upregulated in GS2 compared with GS0 in the gills. Also, transcripts associated with immune and stress-relevant pathways were dysregulated (e.g., downregulation of *snaclec 1-like* and upregulation of *igkv3*) in GS2 compared with GS0 gills. The livers of salmon with moderate gill damage (i.e., GS2) showed significant upregulation of transcripts related to wound healing (i.e., *chtop*), apoptosis (e.g., *bnip3l*), blood coagulation (e.g., *f2* and *serpind1b*), transcription regulation (i.e., *pparg*), and stress-responses (e.g., *cyp3a27*) compared with livers of GS0 fish. We performed principal component analysis (PCA) using transcript levels for gill and liver separately. The gill PCA showed that PC1 significantly separated GS2 from all other gill scores. The genes contributing most to this separation were *pgam2*, *des*, *neb*, *tnnt2*, and *myom1.* The liver PCA showed that PC1 significantly separated GS2 from GS0; levels of *hsp70*, *cyp3a27*, *pparg*, *chtop*, and *serpind1b* were the highest contributors to this separation. Also, hepatic acute phase biomarkers (e.g., *serpind1b* and *f2*) were positively correlated to each other and to gill damage. Gill damage-responsive biomarker genes and associated qPCR assays arising from this study will be valuable in future research aimed at developing therapeutic diets to improve farmed salmon welfare.

## 1 Introduction

Aquaculture is considered as one of the proposed food production sectors capable of filling the current and future gaps between production and rising demand for protein owing to the increasing human population (1). Salmon farming is one of the most successful aquaculture industries with high economic importance in several countries (e.g., Norway, Chile, and Canada) (2). Most farmed salmon are raised in open-net pens from smolts to harvestable size. Although the open-net pens provide aquaculture with the advantage of not competing with livestock on land, they may expose the fish to various environmental stressors including abiotic stressors (e.g., changes in temperature and dissolved oxygen) and biotic stressors (e.g., algal blooms and sea lice) (**Figure 1A**) (3–5).

**Figure 1:**
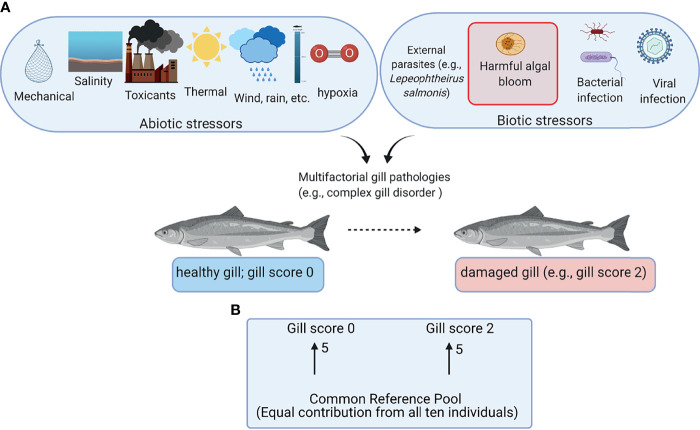
Overview of the field trial and the microarray experimental design. **(A)** Abiotic and biotic stressors potentially contributing to gill damage of farmed Atlantic salmon. **(B)** Common reference design microarray experiment. Arrows represent microarrays with the numbers of biological replicates shown next to the arrows. The base of the arrow shows the Cy3-labeled sample (i.e., common reference pool), and the arrowhead shows the Cy5-labeled sample (i.e., experimental sample). This figure was constructed using BioRender (https://biorender.com/).

Environmental stress events can damage salmon organs, including the gills, skin, and gut, which are the main mucosal organs in contact with the external environment (6). The teleost fish gill is a multifunctional organ involved in several physiological processes such as oxygen uptake, salt balance, carbon dioxide clearance, and ammonia excretion (7). To perform those functions, the gill has highly vascular, thin, and long structures (lamellae) that directly receive the entire cardiac output (8). The gill epithelium is a semipermeable barrier that controls the flux of both the water and ions (9), normally preventing pathogen entry. Gills have a packed lamellar structure which provides a large surface area (approximately 0.1-0.4 m^2^ per kg of body mass) (8). While the gill structure (e.g., large surface area with high permeability) allows this organ to perform its main functions, it may also allow the entry of some toxins (e.g. resulting from harmful algal blooms) and toxicants (e.g. detergents and industrial chemical effluents) (10). Also, damaged gills due to environmental events may favor the entry and colonization by several fish pathogens (e.g., *Piscichlamydia salmonis* and *Tenacibaculum maritimum*) (11–13), which may cause systemic infections. Counteracting this, teleost fishes have an aggregation of lymphoepithelial cells at the base of primary gill filaments (i.e., gill-associated lymphoid tissue (GIALT)), that is capable of mounting an adaptive immune response (14). However, frequent gill damage might act as a threat regardless of GIALT’s ability to control infection, due to the organ’s high vascular perfusion (8).

Gill disorders are attracting the attention of aquaculture research, especially with the global environmental changes affecting water quality at open-net pen operations (e.g., changes in temperature and dissolved oxygen) (15). Complex gill disease (CGD) is one of the terms describing the clinical signs occurring in the gill, typically from the end of summer to early winter (11). CGD causative agents are proposed as a mixture of environmental insults, pathogenic agents, and farm management practices (11). Any disorder that affects the gill’s health will have deleterious impacts on its function. Although algae exist in the food web throughout the year, they may grow out of control, causing harmful algal blooms (HABs), which might negatively affect the gill’s health (16). For example, *Chrysochromulina polylepis*, *Chaetoceros convolutus*, *Chaetoceros concavicornis* and *Heterosigma akashiwo* can cause damage and clogging of the gills (17, 18). Those effects are more prominent in aquaculture pen-confined fish (with no or limited ability to escape the event) than in open-water areas. In addition, HABs are often accompanied by a lethal reduction of dissolved oxygen. Also, toxins (e.g., brevetoxins), reactive oxygen species (ROS), and hypoxia have been proposed as causes of severe gill damage leading to fish mortality during and after HAB events (19). Gill damage caused by environmental insults such as HABs might be followed by infection [e.g., *T. maritimum* (20)], which could lead to more severe gill damage and disease.

The west coast of Canada [i.e., British Columbia (BC)] is currently an important area for Atlantic salmon aquaculture production. HABs are a leading cause of mortality to cultured salmon in BC (21), with millions of dollars in estimated annual losses (18). It has been reported that *H. akashiwo* was responsible for a bloom in BC that killed 280,000 Atlantic salmon in 2014, and another HAB in 2018 caused the loss of 250,000 Atlantic salmon (22). Also, both *C. convolutus* and *C. concavicornis* were known to cause fish losses in BC (18). Although the occurrence of algal blooms might be regular in BC, in 2015, an algal bloom with unusual characteristics in terms of duration (May to August) and area (from California to Alaska) occurred (23). This draws the attention to the progression of algal bloom events and the concurrent economic losses, which highlights the necessity of studying the associated effects on aquaculture.

Król et al. (8) found that differences in proliferative gill disease (PGD) scores based on macroscopic examination were not associated with gill transcript expression changes; however, they found that gill histopathology (based on microscopic examination) could be used with RNA-seq data to identify differentially expressed genes associated with multifactorial gill disease (8). The integration of RNA-seq Ingenuity Pathway Analysis and the histopathology highlighted mainly two processes, which were immune/inflammatory response and tissue damage and repair (8). It is likely that different environmental stressors induce different gene expression patterns in fish gills (24). Investigating the transcriptomic response of gills damaged by a distinct set of environmental stressors (i.e., stressors at a different geographical location) might help to identify the common molecular mechanisms involved. Also, it could provide a more robust set of biomarkers associated with gill damage. Complementing this with investigating the response of an internal organ that plays key roles in inflammation and acute phase response (APR; i.e., liver) may enhance our understanding of fish systemic response to gill damage and environmental stress. The consortium for Genomic Research on All Salmonids Project (cGRASP)-designed Agilent 44K salmonid oligonucleotide microarray platform (25) was utilized in the current transcriptome profiling. For the present study, we collected samples of gills presenting different degrees of damage (i.e., from intact to severely damaged) from farmed Atlantic salmon of an open-net production site located in BC. We aimed to identify the global gene expression patterns associated with gill damage due to a combination of environmental factors (including HABs) using 44K microarrays. In addition, we used real-time quantitative polymerase chain reaction (qPCR) to investigate the impact of the gill damage on the transcript levels of different APR, stress, and inflammation-relevant biomarker genes in the liver. The current study improves our understanding of the molecular pathways associated with gill damage in fish and will be valuable in future research and development efforts to improve farmed Atlantic salmon welfare.

## 2 Materials and Methods

### 2.1 Case History, Animals, and Sample Collection

Atlantic salmon smolts with an average initial weight of 102 g were stocked into net pens on a commercial aquaculture site on the west coast of Vancouver Island over the first week of March 2017. This population, prior to smolt entry, had screened negative for Infectious Hematopoietic Necrosis Virus (IHNV), Viral Hemorrhagic Septicemia Virus genotype IVa (VHSV IVa), *Renibacterium salmoninarum*, *Yersinia ruckeri*, *Vibrio anguillarum*, *Vibrio ordalii*, *Aeromonas salmonicida*, and *Piscine orthoreovirus* (PRV). This diagnostic screening was part of the license requirement by Fisheries and Oceans Canada (i.e., minimum of 30 fish sampled per smolt group per hatchery).

As part of the company’s water quality management strategy, the personnel at the farming site monitored water temperature, dissolved oxygen saturation, and salinity at 1, 5, 10, and 15 m, twice daily: once in the morning and once in the afternoon (**Supplementary Figure 1**). The daily monitoring of these water quality physical parameters was often accompanied by water sample collection for visual characterization of the phytoplankton community as part of the Harmful Algae Monitoring Program. These water samples were taken at the same depths and times as the water temperature, dissolved oxygen, and salinity measurements. The phytoplankton identification was outsourced to Microthalassia Consultants Inc. Mortalities were recorded daily and classified based on the most probable cause of death. The most relevant categories in terms of the number of dead fish were: “environmental” for all mortalities attributed to environmental stress (e.g., algal blooms, hypoxia events); “ Mouth rot “ for all mortalities with clinical signs suspected to be caused by *T. maritimum* infection [causative agent of ulcerative stomatitis (also called mouth rot disease) in salmonids; note: infection was visually diagnosed]; “non-performers”, for those salmon euthanized due to their poor growth performance; and “old” for all cases where the fish carcass was too deteriorated to be classified. The recorded environmental mortalities were associated with poor gill condition (B. Milligan, personal communication). **Supplementary Figure 2** shows an example of the observed gill condition. The water temperature, dissolved oxygen, and salinity data for the period June 1 - November 26, 2017, phytoplankton identification (at the species level) and concentration (cell/mL) data for the period June 1-October 31, 2017 and the fish mortality records for the period June 1-December 4, 2017, are shown in **Supplementary Figure 1**.

The fish were sampled on the 13^th^ and 14^th^ of November 2017. The gill and liver samples were collected from the net pen-grown Atlantic salmon located in BC. Fish were randomly netted then euthanized using 400 mg L^−1^ tricaine-methane sulfonate bath (TMS; Syndel Laboratories, Nanaimo, BC, Canada) after 24 h of fasting. The sampled fish were weighed, fork length-measured, and their gills were scored following the farm’s protocol (see section *Gill Scoring Method*). Gill and liver samples were collected for gene expression analyses. Five to ten gill filament fragments (~25-30% of the filament length from the tip) were collected from the medial region of the first gill arch on the left side of each salmon. For salmon presenting gill lesions, we sampled gill filaments that had not been severely eroded (i.e., retained ~75% of their original length, based on adjacent intact gill filaments). Samples around 50-100 mg of each tissue were preserved in 1 mL of RNAlater^®^ solution (Ambion, Inc., Austin, TX, USA) and kept at 4°C overnight, then moved to -20°C until the shipping date to the Ocean Sciences Centre, Memorial University.

### 2.2 Gill Scoring Method

Criteria for routine macropathological (i.e. gross) scoring of gill condition in live fish were developed based on previous studies assessing nonspecific gill lesions (e.g., gill scoring in (26, 27)). Gill scores of 0 (i.e., no lesions visible) and 1 (i.e., single necrotic filament or spot; <1% total gill filament surface area may be affected) from references (26, 27) were combined into one score (i.e., GS0) as the reliability between assessors differentiating scores of 0 or 1 (from references (26, 27)) was poor. Gills showing affected filament surface area up to 10% of the total gill filament were scored as GS1, while GS2 was defined as gills having damage affecting ~10% to 25% of the total filament surface area. Gill scores of 4 (i.e., 20-50% of the gill filament surface area damaged) and 5 (i.e., > 50% of the gill filament surface area) from references (26, 27) were combined into one score (i.e., GS3; > 25% of the total fill filament surface area affected) in the current study’s scoring method. Fish with more than 50% of the total gill filament surface area affected were routinely observed but generally in mortalities or very moribund fish and not in healthy fish (B. Milligan, personal communication). The above gill scoring methodology is summarized in **Table 1**.

**Table 1:** Descriptive gill lesions corresponding to each assigned gill score.

Gill score	Percentage (%) of gill surface area affected	Lesion description	Image example
GS0	Less than 1% total gill filament surface area affected	Overall normal-appearing red gill tissue. May have subtle lesions including pale, blunted, or fused gill edges or partial thickening of a few gill filaments if present.	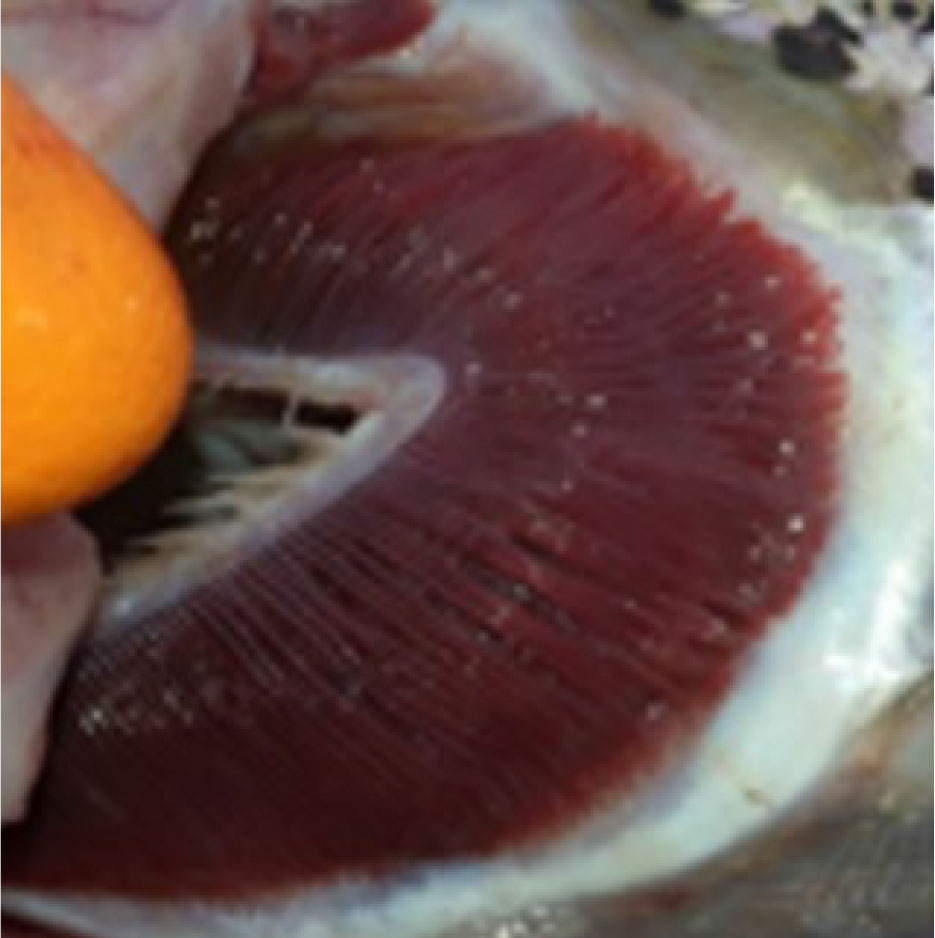
GS1	Between 1% to 10% of total gill filament surface area	Obvious lesions including pale, discolored, or necrotic filaments (short, thickened filaments) affecting between 1 and 10% of total gill filament surface area.	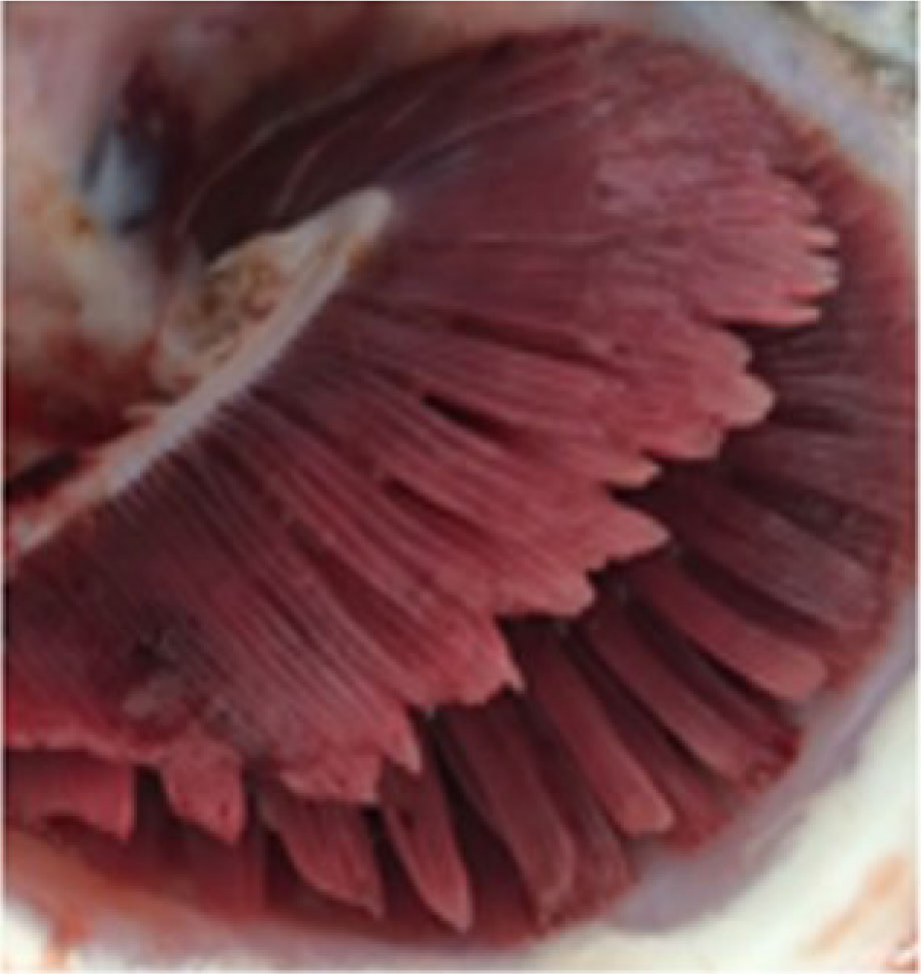
GS2 (Moderately damaged)	Between 10% and 25% of total gill filament surface area	Obvious lesions including pale, discolored, or necrotic filaments (short, thickened filaments) affecting between 10 and 25% of total gill filament surface area.	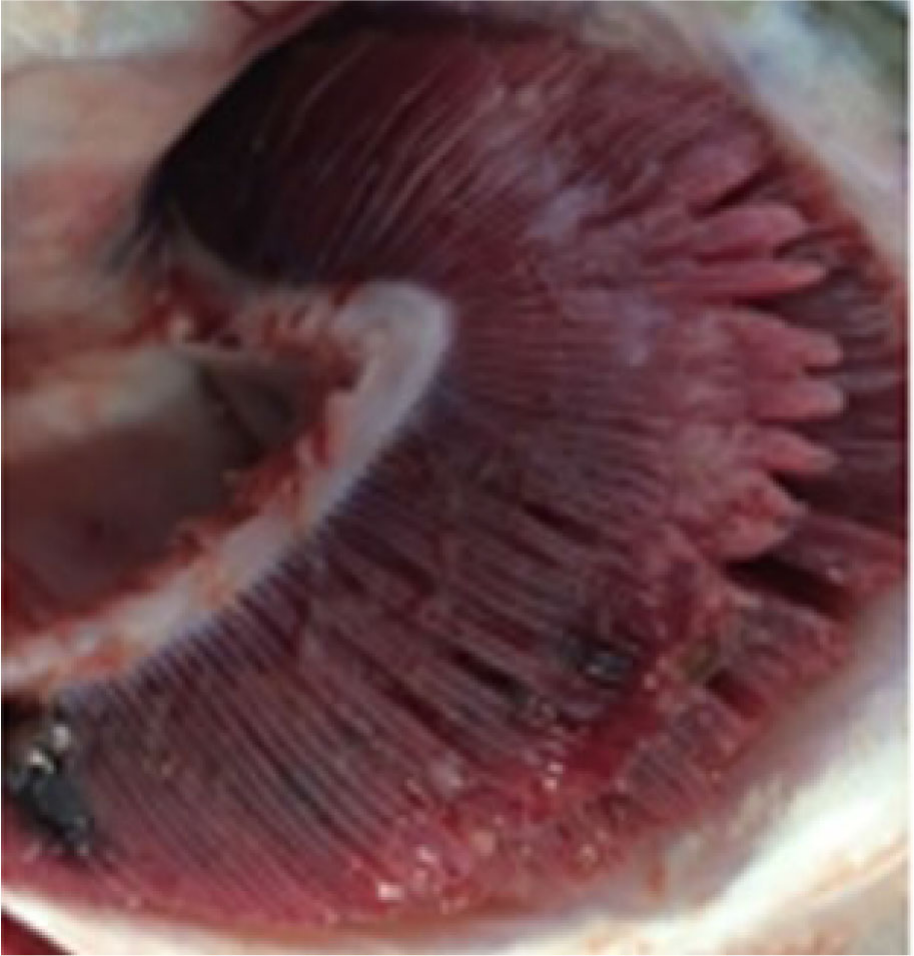
GS3 (Severely damaged)	More than 25% of total gill filament surface area	Obvious lesions including pale, discolored, or necrotic filaments (short, thickened filaments) affecting more than 25% of total gill filament surface area.	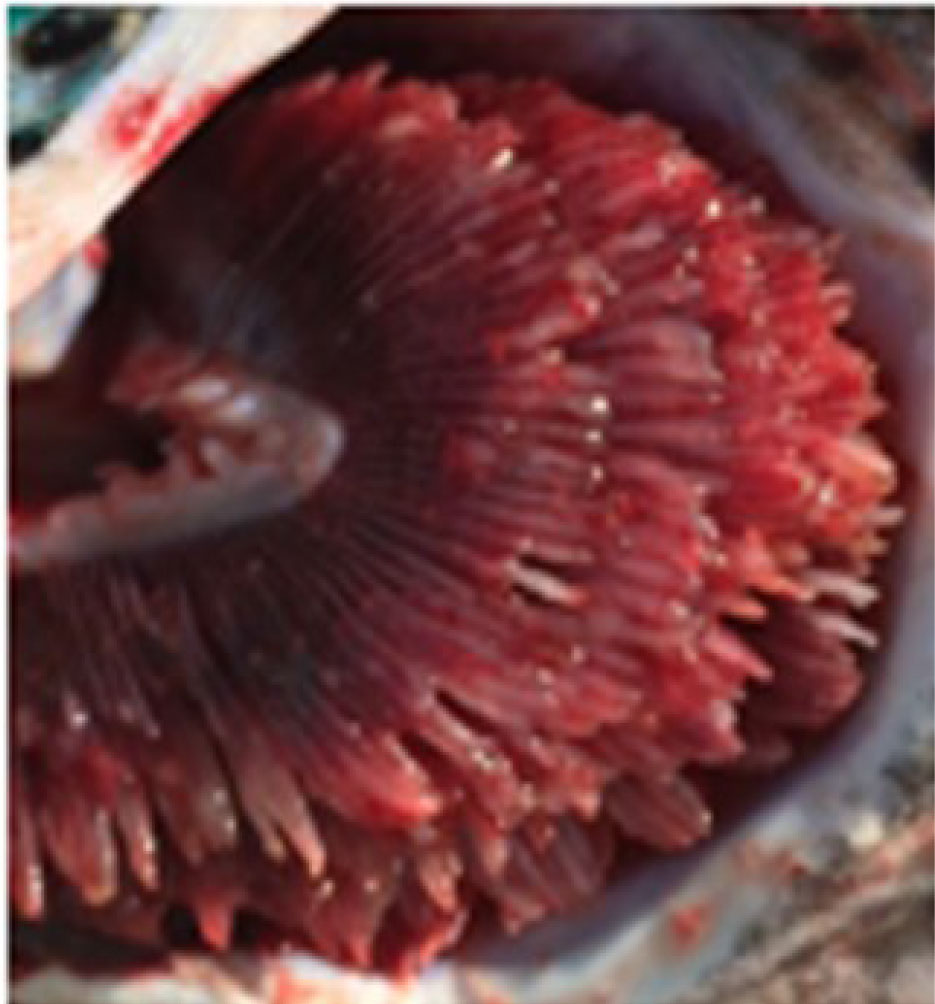

### 2.3 RNA Extraction, DNase Treatment, and Column Purification

Gills were homogenized in 800 µl TRIzol (Invitrogen/Life Technologies, Carlsbad, CA, USA) with stainless steel beads (5 mm; Qiagen, Mississauga, ON, Canada) using a TissueLyser (Qiagen), and subjected to RNA extraction following manufacturers’ instructions. Liver samples were subjected to the homogenization and extraction procedure followed by a second extraction using the phenol-chloroform phase separation method as described previously (28). The total RNA of 40 µg was DNase (6.8 Kunitz units; RNase-Free DNase Set, Qiagen)-treated and column-purified using RNeasy Mini Kit (Qiagen) following the manufacturer’s protocols. RNA integrity and purity were evaluated using 1% agarose gel electrophoresis and NanoDrop spectrophotometry (Thermo Fisher, Mississauga, ON, Canada), respectively. All the column-purified RNA samples showed high integrity and purity (i.e., A260/230 and A260/280 ratios >1.8; and tight 18S and 28S ribosomal RNA bands).

### 2.4 Sample Selection Using qPCR

We selected 12 immune, tissue damage, and wound healing biomarkers (**Table 2**; named as preliminary qPCR in **Figures 7**, **8**) for a preliminary qPCR study on the gill RNA samples (i.e., not on the liver) to compare damaged groups (i.e., GS1, GS2, and GS3) with the pristine gill group (i.e., GS0). Those biomarkers (i.e., *mmp19*, *mmp13b*, *gpx2*, *hif1aa*, *hsp70*, *il1b*, *c1qtn3*, *mucin5ac*, *ladderlectin-like*, *sdhb*, *ctsd*, and *hceb*) were selected based on our group’s experience and relevant literature (8, 29, 32, 33). All the RNA samples were included in this preliminary qPCR. The obtained qPCR data were analyzed *via* linear discriminant analysis (LDA) to select the gill damage group to include in the microarray study (together with GS0) and the most representative biological replicates within each group (i.e., closely clustered in the multivariate space; **Supplementary Figure 3**). Moderately damaged gill (i.e., GS2) was selected as the gill damage group for the microarray analysis. The preliminary qPCR results for the targeted biomarkers relevant to gill remodeling and wound healing and immune and stress response are described in section *Sample Selection for the Microarray Experiment*. The preliminary qPCR for the sample selection, was performed as described in section *Real-Time Quantitative Polymerase Chain Reaction (qPCR) Analysis for the Gill*. The experimental design of the current study is summarized in a schematic diagram (**Supplementary Figure 4**).

**Table 2:** Primers used in the gill either in the preliminary qPCR or the microarray validation experiment, including comparison between microarray Rank Products and qPCR fold-change results for Atlantic salmon transcripts responsive in moderately damaged gill.

Probe identifier^a^	Gene description^b^	Symbol^c^	GenBank accession number	FC: (GS2/GS0) RP^d^	FC: (GS2/GS0) qPCR^e^		Primer sequence 5′–3′	Amplification efficiency (%)	Amplicon size (bp)	Source	
**Gill remodeling and wound healing**											
preliminary qPCR	collagenase 3-like/matrix metalloproteinase-13	*mmp13b*	BT058668.1	–	0.66	F	CTATAGTGGCTCCTTCATGTTTGAG	93.0	116	(29)	
						R	CTTTAAACGGCTCATGAGGGTC				
	matrix metalloproteinase-19	*mmp19*	XM_014132587	–	0.92	F	CTGAACGCAGCCGTTTACT	93.1	132	(29)	
						R	AATATTAGGTGGGAGGCGTTTG				
C077R068	ABI family, member 3 [NESH] binding protein	*abi3bp*	XM_014174255.1	4.3	2.1	F	GCATAAGGATATGCTTTGTTGTGCT	84.6	123	(f)	
						R	GGTCACTTGCAATGAGCTTAGGA				
C101R031	actin, alpha skeletal muscle 2-like	*acta2*	XM_014131025.1	4.2	2.5	F	AGAAGAGCTACGAGCTTCCC	98.5	85	(f)	
						R	AGCGGACTCCATACCAATGA				
C091R125	actin, alpha cardiac-like	*actc1*	XM_014210475.1	2.7	1.6	F	TTCCAGGCCATGTGGATCA	85.3	94	(f)	
						R	GGTGAAGAGGGTAGACTGTTTAGA				
C178R027	aldolase a, fructose-bisphosphate 1	*aldoa*	XM_014159239.1	2.7	6.2	F	CTCCTAACCCTCCCACCATCT	87.2	99	(f)	
						R	TCGAGTAGAGACGGCTTCTTAGG				
C122R160	bone gamma-carboxyglutamate protein	*bglap*	NM_001136551.2	2.3	2.5	F	GAACCAACAGCAAAGAGAAAGATG	91.9	93	(f)	
						R	GGTAGAGGAGTCTCCAATAGAGTG				
C134R091	calsequestrin-2-like	*casq2*	XM_014164852.1	2.1	5.0	F	GAACTACCAGAAGGCCATGAAG	85.2	114	(f)	
						R	TCCAGCACCATCTCAGTCAT				
C002R150	chromatin target of PRMT1 protein-like	*chtop*	XM_014141601.1	0.1	0.9	F	GTTGGGCCTATGAAGAGAACTG	87.2	89	(f)	
						R	GTGTCTACGTTGCACTGATACC				
C254R106	coatomer subunit zeta-1	*copz1*	XR_001329207.1	3.9	0.8	F	ACGCCAAATAGGAAGATAGGCTAAT	103.7	92	(f)	
						R	TAGCTTGACAACAGGCAGACTC				
C236R013	desmin-like	*des*	XM_014183249.1	2.8	10.8	F	TGCTGCCTCATCATATTCCACTATT	109.3	112	(f)	
						R	GCGGGTTTCGATGGTCTTGAT				
C249R072	elastin-like	*eln*	XM_014162760.1	3.9	1.4	F	CGTGCGGTGGGATAGTATTCAT	97.8	107	(f)	
						R	GGATTACCGGGAACAAGTCACA				
C073R110	kelch-like protein 41b	*klhl41b*	XM_014173228.1	2.3	2.9	F	ACCGTGTCAAGACGCTAGAA	93.2	110	(f)	
						R	AGGGTCAGCCTTGATGATGT				
C181R085	myoglobin (myg)	*mb*	BT057357.1	3.1	7.6	F	CTGACTACAACAATCACGGAGGAC	100.7	96	(f)	
						R	CTGCGATGCCTGCGAACTTA				
C092R076	myosin heavy chain, fast skeletal muscle-like	*myh*	XM_014132387.1	5.7	109.0	F	GCCATCTACCTCCGCAAGC	93.0	100	(f)	
						R	ACATCTCTTTGGGCTCAACCAC				
C100R066	myomesin-1-like	*myom1*	XM_014180785.1	2.8	2.2	F	GTCGTGATTATGGCATCCCTTTC	84.2	96	(f)	
						R	CACTGCGTCGTGACAAAGTAA				
C029R004	nebulin	*neb*	XM_014173550.1	2.9	3.0	F	CCGTGTCAGCTCTATTCACTGT	81.6	87	(f)	
						R	CAACTTCAGAACGCACAACTCC				
C223R058	phosphoglycerate mutase 2-1	*pgam2*	NM_001139729.1	2.6	6.5	F	TCCACTCACCCAAACACACAAA	81.6	103	(f)	
						R	TGTCAGACTGTTGTGCCCTTAAC				
C113R032	striatin-interacting protein 2	*strip2*	XM_014152906.1	2.4	1.0	F	TGCAGTGTTTGGATGTTGCT	81.0	103	(f)	
						R	GGACAGTCATTGCACATACCC				
C160R049	troponin T, cardiac muscle isoforms-like	*tnnt2*	XM_014166074.1	5.3	7.4	F	GAGACCATAGGAGTCCATTCCATTC	91.8	82	(f)	
						R	TCACACAAGTCTTCCTTGTCTGTAG				
C148R096	tropomyosin beta chain	*tpm*	XM_014144815.1	4.4	2.9	F	GATCTGGGTTAGGCTTGGTCTTC	91.5	86	(f)	
						R	GCGGTTTCAGGACATTTATTACAGAG				
C103R085	E3 ubiquitin-protein ligase TRIM39-like	*trim39-like*	XM_014153318.1	3.2	0.7	F	TACAGTATGCAGCAGCATTGTAAGA	86.9	115	(f)	
						R	CTTCCACAGAAATGTAACTCCCAGATA				
**Immune and stress-relevant**											
preliminary qPCR	complement C1q tumor necrosis factor-related protein3-like	*c1qtn3*	XM_014134632	–	0.66	F	TGGTCCACACTCACGTCAT	81,79	83		(g)
						R	GACTCCATTTACTGGTGCTGTG				
	cathepsin D	*ctsd*	BT043515	–	0.87	F	AGGACTGTCCATAGAGGAGCA	93.1	142		(g)
						R	GTTGTCAAACGGTGGAGCAAC				
	glutathione peroxidase 2-like	*gpx2*	XR_001319691.1	–	0.60	F	TCATGTACTGTGCTCTCCTGT	103.5	137		(hP)
						R	TGGGCCCAATGCAACTTATG				
	high choriolytic enzyme	*hceb*	XM_014174772.1	–	0.79	F	CCCTGCACAGCTCACAC	86.1	86		(g)
						R	GGCGAGTATTGATTAGAGATCACA				
	hypoxia Inducible Factor 1 Alpha	*hif1aa*	NM_001140022	–	0.75	F	CCCATGTTCACAACAACAGC	87.1	100		(h)
						R	AATGAGAAGGGGCTGAACCT				
	heat shock protein 70	*hsp70*	BT058774	–	0.92	F	GTTATCAATGATTCTACTCGGCC	116.0	148		(h)
						R	CTGCATTGTTGACAGTTTTTCC				
	interleukin 1 beta	*il1b*	AY617117	–	0.64	F	GTATCCCATCACCCCATCAC	98.8	119		(33)
						R	TTGAGCAGGTCCTTGTCCTT				
	*ladderlectin-like*	*ladderlectin-like*	XM_014125761.1	–	0.47	F	AGCAGAGAGTGATCGTCCATGT	88.4	133		(g)
						R	AGACGCCAGGTTTGCTTGAAA				
	mucin5a	*mucin5ac*	JT819124	–	1.15	F	GGGACAGGTGGCGAATTTAT	94.0	97		(g)
						R	TGCTGCCGTCTCCTCTTAT				
	succinate dehydrogenase[ubiquinone] iron-sulfur subunit, mitochondrial-like	*sdhb*	BT125403	–	0.67	F	CTGTGGCCCCATGGTATTAG	90.7	101		(g)
						R	AGGATCCGCAGATACCCTCT				
C139R108	C-X-C motif chemokine receptor 5	*cxcr5*	XM_029773940.1	2.5	3.0	F	CACCGCCACAACCACTAAA	85.8	116		(f)
						R	AGATCAGATTTAACCGTCAGTATCC				
C011R100	DNA damage-inducible transcript 4 protein-like	*ddit4*	XM_014155366.1	0.5	1.1	F	TGCTGAAAGAAACCAGAGACTT	92.5	83		(f)
						R	TGATGAGCGTTGTAGGTAGGA				
C006R072	gamma-aminobutyric acid receptor subunit alpha-2-like	*gabra2*	XM_014210615.1	0.4	0.8	F	GTGACAGAGGTGAAGACTGATATTT	83.9	111		(f)
						R	CCGTTCGTCAATCCAACTCTG				
C266R066	Ig kappa chain V-III region MOPC 63	*igkv3*	BT046734.1	5.3	3.0	F	GGCCATCAGTGTCTATCCTGGTA	89.6	91		(f)
						R	GAGTCCCAGAATGGAGTTTGTTCC				
C123R073	olfactomedin-4-like	*olfm4*	XM_014124361.1	2.4	1.2	F	TGTGCCGCTATGACCTACAA	91.4	114		(f)
						R	CGGTGTCCGTCCAGTCTTTA				
C010R062	snaclec 1-like	*snaclec 1-like*	XM_014158126.1	0.3	0.1	F	CTGAATGATCTGGAGCAGGAAGG	87.1	200		(f)
						R	AAGAGTTCAGTGCCACACAGTC				
C038R122	UDP-glucuronosyltransferase 2C1	*ugt2c1*	XR_001324390.1	0.4	1.5	F	GCACAGCTTCCTCGTGATTT	86.1	96		(f)
						R	AGCTGGTCTGTCTCCTTTGT				
**Normalizers**											
	elongation factor 1 alpha-1	*ef1a1*	AF321836	–	–	F	TGGCACTTTCACTGCTCAAG	91.5	197		(30)
						R	CAACAATAGCAGCGTCTCCA				
	polyadenylate-binding protein 1	*pabpc1*	EG908498	–	–	F	TGACCGTCTCGGGTTTTTAG	90.2	108		(31)
						R	CCAAGGTGGATGAAGCTGTT				

a Probe’s identifier of the 44 K array detected by Rank Products (RP) analysis and targeted by qPCR for validation.

b Name/s or alias obtained from annotation.

c Official gene symbols based on multiple annotations; majority are represented in HGNC (https://www.genenames.org/) and/or GeneCards (https://www.genecards.org/) databases.

d Fold-change (FC) for RP, The FC was calculated using the Bioconductor package, RankProd.

e FC for the qPCR (i.e., GS2/GS0).

f Microarray identified novel biomarker; primers are designed as described in section Real-time Quantitative Polymerase Chain Reaction (qPCR) Analysis for the Gill.

g Primers were designed based on studies on references (8, 32, 33).

h Primers were designed as part of two Genomic Applications Partnership Program projects [GAPP # 6604: Biomarker Platform for Commercial Aquaculture Feed Development project; and GAPP #6607: Integrated Pathogen Management of Co-infection in Atlantic salmon (IPMC) project] funded by the Government of Canada through Genome Canada and Genome Atlantic, and EWOS Innovation, now part of Cargill, Incorporated (to MLR). The IPMC project was also funded by the Government of Newfoundland and Labrador through the Department of Tourism, Culture, Industry and Innovation (Leverage R&D award #5401-1019-108). Those primers were designed by Dr. Jennifer R. Hall and Xi Xue.

### 2.5 Microarray Hybridization and Data Acquisition

The gill total RNA of five individuals from each GS0 and GS2 were included in the microarray analysis using a common reference design (**Figure 1B**). The microarray experiment was designed and performed according to the MIAME guidelines (34). These analyses were carried out using the consortium for Genomic Research on All Salmonids Project (cGRASP)-designed Agilent 44K salmonid oligonucleotide microarray (25) as described in Xue et al. (28). Briefly, anti-sense amplified RNA (aRNA) was *in vitro* transcribed from 1 µg RNA of each sample using the Amino Allyl MessageAmp II aRNA Amplification kit (Ambion/Life Technologies), following the manufacturer’s instructions. The aRNA quality and quantity evaluations were assessed using 1% agarose gel electrophoresis and NanoDrop spectrophotometry (Thermo Fisher, Mississauga, ON, Canada), respectively. From each sample used in the experiment, 5 µg of aRNA were collected to generate a common reference pool (**Figure 1B**). Following a standard molecular procedure, 20 µg of aRNA were precipitated overnight for each individual and resuspended in 9 µl coupling buffer (Ambion/Life Technologies). The aRNA pool was then divided into three aliquots and precipitated and resuspended following the same approach as the individual samples. The aRNA was labeled with Cy3 fluor (GE HealthCare, Mississauga, ON, Canada) for the common reference pool and Cy5 fluor for the experimental individuals, following the manufacturer’s instructions. The labeling efficiency for the dye was measured with the “microarray” function of the NanoDrop spectrophotometer. Equal quantities (825 ng) of each labeled aRNA from one experimental sample and the common reference were pooled, fragmented following the manufacturer’s instructions, then co-hybridized to an Agilent 44K salmonid oligonucleotide microarray (GEO accession # GPL11299) (28) following the manufacturer’s instructions (Agilent, Mississauga, ON, Canada). The arrays were hybridized at 65°C for 17 h at 10 rpm using an Agilent hybridization oven. After hybridization, the array slides were immediately washed as recommended by the manufacturer. Each microarray slide was scanned at 5 µm resolution using a SureScan D Microarray Scanner (G2600D, Agilent Technologies) using Agilent Scan Control Software (v9.1.11.7, Agilent Technologies) by applying a built-in protocol (Agilent_HD_GX_2color). The photomultiplier tube sensitivity for Cy3 and Cy5 dye channels were adjusted at 100%. The signal intensity data were extracted and Loess-normalized using Agilent Feature Extraction Software v12.0 (Agilent).

### 2.6 Microarray Data Analysis

The microarray data were processed using GeneSpring v14.9 (Agilent). Probes with low or marginal quality and absent values in more than 25% of all 10 arrays were removed from the dataset, and the missing values were imputed. Rank Products (RP), a non-parametric statistical method (35) was used to determine the differentially expressed probes (DEPs), as this method is less sensitive to high biological variability within groups than Significance Analysis of Microarrays (SAM) (36–38). The RP was performed at 5% percentage of false-positives (PFP) using the Bioconductor package, RankProd (35). The DEPs were annotated using the contiguous sequences (contigs) from which the 60mer oligonucleotide probes on the array were designed against the Swiss-Prot database (April 2019 version). The BLASTx searches of NCBI’s non-redundant (nr) amino acid sequence and Swiss-Prot databases (E-value < 1e-05) were performed using Blast2GO software (BioBam Bioinformatics S.L., Valencia, Spain) (39, 40). Then, each DEP annotation was manually confirmed using the best BLASTn and BLASTx hit with E-value < 1e-05. HUGO Gene Nomenclature Committee (HGNC; https://www.genenames.org/) and/or GeneCards (https://www.genecards.org/) databases were used to assign human gene symbols. The 44K redundancy (i.e., multiple probes targeting the same gene) was accounted for, to reduce the DEP list to a list of differentially expressed genes (DEGs). The DEG list was then used for Gene Ontology (GO) term enrichment analysis. Over-represented biological process (BP), molecular function (MF), and cellular component (CC) GO terms were identified through right-sided hypergeometric tests using the human GO database (UniProt: 27.02.2019), with a Benjamini-Hochberg method-corrected p-value threshold of 0.05. This analysis was carried out using ClueGO (41) plugin in Cytoscape (v3.5.1), which allowed GO term interconnection/clustering based on kappa statistics. The kappa coefficient threshold for the analysis was 0.4.

### 2.7 Real-Time Quantitative Polymerase Chain Reaction (qPCR) Analysis for the Gill

Twenty-seven microarray-identified genes were selected for the microarray confirmation using qPCR (**Figures 7**, **8**; named as microarray-identified biomarkers). As mentioned in section *Sample Selection Using qPCR*, another 12 genes (**Figures 7**, **8**; named preliminary qPCR) were used for the preliminary qPCR on the gill RNA, and used for sample choice. The following procedure was used for both the preliminary qPCR (see Section *Sample Selection Using qPCR*) and the qPCR confirmation of microarray results. Both the preliminary qPCR and validation qPCR were performed using all sampled fish (i.e. all the RNA samples). The first-strand cDNA templates for qPCR were synthesized following the manufacturer’s instructions, using 1 µg of DNase-treated and column-purified total RNA, random primers (250 ng; Invitrogen/Life Technologies), dNTPs (0.5 mM final concentration; Invitrogen/Life Technologies), and M-MLV reverse transcriptase (200 U; Invitrogen/Life Technologies) in 1 X first strand buffer and DTT (10 mM final concentration) at 37°C for 50 min. The qPCR amplifications were performed in 13 µl reaction volumes containing 1× Power SYBR Green PCR Master Mix (Applied Biosystems/Life Technologies), 50 nM of both the forward and reverse primers and 4 µl of cDNA [corresponding to 5 ng input total RNA; dilution performed using DNase/RNase-free distilled water (Invitrogen/Life Technologies)]. The qPCR analysis program consisted of 1 cycle of 50°C for 2 min, 1 cycle of 95°C for 10 min, and 40 cycles of 95°C for 15 s and 60°C for 1 min with fluorescence detection at the end of each 60°C steps. The qPCR reactions were performed in triplicates, no-template controls were included and the dissociation curve analysis was performed for each plate.

All primers in the current study used for the gill are presented in **Table 2**. Primers were designed using the PrimerQuest design tool (www.idtdna.com/Primerquest/Home/Index) or adopted from previous studies (29, 33). Primer quality checks were performed as previously described (42). Primer pairs passing quality testing showed amplification of a single product and no signs of primer-dimers (dissociation curve analysis). All the amplification efficiencies were tested using equal quantity of input total RNA of the gill cDNA pools from individuals designated in GS0 (n=14; pool 1) and GS2 (n=10; pool 2). Average amplification efficiencies from the two pools' standard curves are reported (**Table 2**). The standard curves were generated using 1:3-fold serial dilution and using 5 points starting with cDNA synthesized from 10 ng of total RNA input.

Five normalizers *polr2a* (*RNA polymerase II subunit A*), *rpl32* (*60S ribosomal protein*), *ef1a* (*elongation factor 1α*), *pabpc1* (*polyadenylate-binding protein 1*), and *eif3d* (*eukaryotic translation initiation factor 3 subunit D*) were tested on the gill cDNA. The Ct values of all individuals (i.e., for the gill: n=14 GS0, n=11 GS1, n=10 GS2, n=9 GS3) for all candidate normalizer genes were analyzed using geNorm (qBASE plus, Biogazelle NV, Belgium) (43). *Pabpc1* and *ef1a1* were determined as the best normalizers with M-values of 0.21 and 0.25, respectively.

The relative quantities (RQs) of all genes of interest (GOIs) were calculated for each gill score using all the gill samples (n=44). The RQs were determined using the qBase relative quantification framework (44, 45). This was performed by using the Ct values measured for GOIs, with normalization to both *pabpc1* and *ef1a1* for the gill tissue, and with the amplification efficiencies incorporated. The sample with the lowest normalized expression was used as an internal calibrator for each GOI (i.e., RQ value= 1.0). The RQs values are presented as mean ± SE.

### 2.8 qPCR Analysis for the Liver

Twenty-one biomarkers involved in APR and other damage-relevant biological processes (e.g., wound healing, immunity, transcription factors and stress relevant biomarkers) were targeted in the liver qPCR (**Table 3**). Those biomarkers were chosen based on the identified dysregulated pathways in the gill tissue (overlapping biomarkers were *chtop*, *strip2*, *igkv3*, *olfm4*, *ugt2c1*, and *ddit4*; **Table 3**) and other possible systemic dysregulated pathways (e.g., APR). All the steps for the qPCR were performed following the described methods in section 2.7. All the amplification efficiencies were tested using liver cDNA pools from individuals designated in GS0 (n=32; pool 1) and GS2 (n=10 pool 2) (**Table 3**). Average amplification efficiencies from the two pools' standard curves are reported (**Table 3**). Also, five normalizers (same used in the gill study; mentioned above in section *Microarray Data Analysis*) were tested on the liver cDNA. The Ct values of all individuals (i.e., for the liver: n=32 GS0, n=9 GS1, n= 10 GS2, n=7 GS3) and all candidate normalizers were analyzed using geNorm (qBASE plus, Biogazelle NV, Belgium) (43). *Eif3d* and *rpl32* were determined as the best normalizers with an M-value of 0.41 for both. Primers used for the liver qPCR, either newly designed or adopted from previous studies (28, 42, 46), are presented in **Table 3**. All the steps for the qPCR were performed following the described methods in section *qPCR Analysis for the Gill*. The Ct values of all 58 samples of the liver were used to calculate the RQs of all GOIs following the same method described in section *Real-time Quantitative Polymerase Chain Reaction (qPCR) Analysis for the Gill*.

**Table 3:** Primers used in the liver tissue qPCR across all gill scores of Atlantic salmon.

BLASTx identification/gene name^a^	Symbol	Accession number		Sequence 5′–3′	Efficiency (%)	Size (bp)	Source
**Wound healing**							
Chromatin target of PRMT1 protein-like	*chtop*	XM_014141601.1	F	GTTGGGCCTATGAAGAGAACTG	102.0	89	b
			R	GTGTCTACGTTGCACTGATACC			
Striatin-interacting protein 2	*strip2*	XM_014152906.1	F	TGCAGTGTTTGGATGTTGCT	107.0	103	b
			R	GGACAGTCATTGCACATACCC			
**Apoptosis**							
Bcl2/adenovirus e1b 19 kda protein- interacting protein 3-like	*bnip3l*	BT058694.1	F	TCAGTCACCCAGCATCTCTG	90.8	113	c
			R	ATCAACTGTCCTGCCCTGAC			
Apoptosis-inducing factor 2	*aifm2*	XM_014154057.1	F	ACATGGTGGCCTCCTATCAG	102.0	120	c
			R	CTGCAGCCATCTCTACACCA			
Cathepsin D	*ctsd*	BT043515	F	AGGACTGTCCATAGAGGAGCA	95.0	142	b
			R	GTTGTCAAACGGTGGAGCAAC			
**Blood coagulation**							
Prothrombin	*f2*	EG773276.1	F	GGCTTCAAACCAGAGGAACA	103.0	137	c
			R	TCCCTGTCACATCCTTCTCC			
Heparin cofactor II (Serpin D1)	*serpind1b*	BI468058.1	F	ACATGCGCAGCTTTACCAG	98.0	115	c
			R	TCGGAAGAGTCTGTGCGTAA			
Hemopexin-like	*hpx*	CK896897/XM_014174610.1	F	GTGGATGCCGTCTTCTCCTA	96.9	125	c
			R	AGCACCTCCTTCAAGGGTTT			
**Inflammation-associated**							
C-reactive protein	*crp*	BT058269	F	TCTCTAGCAACCCCCTCTGA	97.0	149	c
			R	TCCCACGTGACACAAAAAGA			
Leukocyte cell derived chemotaxin 2	*lect2a*	BT059281	F	AAGGCTTTACCATGAGGACTGC	107.0	80	(30)
			R	CTTGACCATCTCGCACTCTGAC			
**Immunity**							
Ig kappa chain V-III region MOPC 63	*igkv3*	BT046734.1	F	GGCCATCAGTGTCTATCCTGGTA	88.4	91	b
			R	GAGTCCCAGAATGGAGTTTGTTCC			
Olfactomedin-4-like	*olfm4*	XM_014124361.1	F	TGTGCCGCTATGACCTACAA	88.7	114	b
			R	CGGTGTCCGTCCAGTCTTTA			
UDP-glucuronosyltransferase 2C1	*ugt2c1*	XR_001324390.1	F	GCACAGCTTCCTCGTGATTT	98.0	96	b
			R	AGCTGGTCTGTCTCCTTTGT			
DNA damage-inducible transcript 4 protein-like	*ddit4*	XM_014155366.1	F	TGCTGAAAGAAACCAGAGACTT	100.3	83	b
			R	TGATGAGCGTTGTAGGTAGGA			
Cathelicidin	*campa*	GQ870278.1	F	AAGCCAGAAAATGCTCCAGA	111.0	107	c
			R	ACCCTCAGGACGACCAATTA			
**Transcription factors**							
Peroxisome proliferator-activated receptor gamma	*pparg*	NM_001123546	F	GAGGCCGTACAAGAGGTCAC	89.9	107	(46)
			R	ATGACCTCGATGACCCCATA			
Peroxisome proliferator-activated receptor beta	*pparb1a*	NM_001123635	F	CAGCTGATCAACGGTACGAC	84.5	112	(46)
			R	TGCTCTTGGCAAACTCAGTG			
**Stress relevant biomarkers**							
Cytochrome P450 3A27 B	*cyp3a27*	BT056998	F	GCTGTTTGATGCATTGTCCTT	107.0	135	c
			R	TTCAGCAGGTTAGCAGAGTGCC			
Hypoxia inducible factor 1 alpha	*hif1aa*	NM_001140022	F	CCCATGTTCACAACAACAGC	95.0	100	b
			R	AATGAGAAGGGGCTGAACCT			
Heat shock protein 70	*hsp70*	BT058774	F	GTTATCAATGATTCTACTCGGCC	85.0	148	b
			R	CTGCATTGTTGACAGTTTTTCC			
Glutathione peroxidase 3	*gpx3*	BT072794	F	CTGTGGTTGTGTCCCAAATG	88.8	86	c
			R	CGCAAATGACACCCTATTCC			
**Normalizers**							
Eukaryotic translation initiation factor 3 subunit D	*eif3d*	GE777139	F	CTCCTCCTCCTCGTCCTCTT	94.4	105	(42)
			R	GACCCCAACAAGCAAGTGAT			
60S ribosomal protein L32	*rpl32*	BT043656	F	AGGCGGTTTAAGGGTCAGAT	92.0	119	(28)
			R	TCGAGCTCCTTGATGTTGTG			

a Official gene symbols based on multiple annotations; majority are represented in HGNC (https://www.genenames.org/) and/or GeneCards (https://www.genecards.org/) databases.

b Same Primers used in the gill qPCR.

c Primers were designed as part of two Genomic Applications Partnership Program projects [GAPP # 6604: Biomarker Platform for Commercial Aquaculture Feed Development project; and GAPP #6607: Integrated Pathogen Management of Co-infection in Atlantic salmon (IPMC) project] funded by the Government of Canada through Genome Canada and Genome Atlantic, and EWOS Innovation, now part of Cargill, Incorporated (to MLR). The IPMC project was also funded by the Government of Newfoundland and Labrador through the Department of Tourism, Culture, Industry and Innovation (Leverage R&D award #5401-1019-108). Those primers were designed by Dr. Jennifer R. Hall.

### 2.9 Statistical Analyses

Transcript expression differences between specified gill scores in the gill and liver were analyzed using one-way ANOVA, followed by Tukey’s post-hoc test for pairwise comparisons between gill score groups (i.e., GS0, GS1, GS2, GS3) using SPSS (IBM SPSS Statistics, Version 25, Armonk, NY, USA). All residuals were examined for normality and homoscedasticity (i.e., Shapiro–Wilk and Levene’s tests, respectively) for each gene separately. Furthermore, QQ-plots were generated to check the data normality. All the reported data fulfilled the assumptions of normality and homoscedasticity. To compare the statistical difference between GS0 and GS2, a Student’s t-test was performed for both gill and liver qPCR studies. Due to the observed gradient responses (e.g., *campa* and *pparb1a*) of the targeted transcripts in the liver tissue, we performed another Student’s t-test to compare GS0 and GS3 (i.e., only for the liver qPCR study). The fold-change (FC) from the microarray log_2_ ratios and the log_2_ FC of qPCR RQs were analyzed using linear regression to validate the microarray results (28–30). The significance level was designated as p-value ≤ 0.05; however, GOIs displaying p-values between 0.05 and 0.10 (i.e., response trend in the gill either using one-way ANOVA or Student’s t-test) were also considered for multivariate analyses and Pearson’s correlation analyses of the gill qPCR study. LDA was the multivariate analysis used on the preliminary qPCR data for gill score groups and biological replicate selection for the microarray analysis (i.e., samples closely clustered were selected for the microarray; **Supplementary Figure 3**). Principal component analysis (PCA) was used for the identification of expression patterns among the GOIs selected for the gill qPCR (i.e., transcripts with p-value ≤ 0.1) and liver qPCR studies (i.e., all targeted transcripts). The LDA was conducted using the “MASS” package (47, 48) in the R environment. The PCA was performed using the procomp function and plotted using “ggbiplot” R package (49). PC1 and PC2 scores were analyzed *via* one-way ANOVA and Tukey’s post-hoc test for differences among gill score groups. Also, the contribution of the top 10 genes to PC1 and PC2 was plotted. Correlations among GOIs and between GOIs and fish performance parameters (e.g., fish weight, condition factor) were analyzed using “ggcorr()” function of the R package GGally.

## 3 Results

### 3.1 Animals, Environmental Stress-Relevant Data and Mortalities

The average weight (with standard deviation) for all of the collected fish in November 2017 was 1348 ± 398 grams. **Figure 2** shows the time series of the water temperature, salinity, and oxygen saturation values that could pose a threat to Atlantic salmon production, i.e., the daily maximum water temperature (**Figure 2A**) and the minimum salinity (**Figure 2B**) and oxygen saturation (**Figure 2C**). Maximum water temperatures did not reach values above the range considered optimal for Atlantic salmon growth (16-18°C; based on what is mentioned in (50)) from June 1 to November 26, 2017. According to the data provided by the farm, the daily maximum water temperature increased from June (~12°C) to August (~14.5°C) and did not start to decrease until early October. The highest maximum water temperature, 16°C, was recorded on August 1^st^ at 1 m depth, and the maximum water temperature on the sampling dates (i.e., November 13-14) was 11-11.6°C. Fluctuations in minimum salinity values showed more abrupt changes from June 1 to November 26; e.g., on June 2-3, the minimum salinity decreased from 25 ppt to 16 ppt (56% reduction). The daily minimum salinity also appeared to increase from June to August and to increase from October onwards; however, the trend was less evident than with the maximum water temperature. The daily minimum oxygen saturation showed a progressive decrease from June (85-90%) to August (75-80%). Minimum oxygen saturation levels that could be considered moderate hypoxia [i.e., 70%; reduced growth of Atlantic salmon was previously reported with 70% oxygen saturation (51)] were recorded on November 3-4. At the sampling dates (i.e., November 13-14), the minimum oxygen saturation was 78-80%. **Figure 2D** shows the time series of the maximum cell concentration of 6 known harmful phytoplanktonic algae detected at the farm site at levels higher than 100 cell/mL for the period June 1-October 30. Most instances in which harmful algal species were identified were between June and September. Five episodes with maximum *Asterionella japonica* cell concentrations > 500 cell/mL (1,200 cell/mL on July 12) were recorded during this period. *Chrysochromulina* sp. cell concentrations were > 100 cell/mL for most days in August, with two episodes of significance: one on August 4, when cell concentration reached 1,800 cell/mL; and another on August 16-18, a period during which cell concentration stayed > 500 cell/mL. Maximum cell concentrations < 150 cell/mL were detected on different dates in October (~one month before the sampling date) for *Rhizosolenia setigera*, *Dictyocha speculum*, *Chaetoceros concavicorne*, *Asterionella japonica*, and *Heterosigma akashiwo* (ordered from the most frequently detected/highest maximum cell concentration to the least frequently detected/lowest maximum cell concentration). **Figure 2E** corresponds to the time series of the fish mortality for the period June 1-December 4. The most significant mortality events (> 2,000 dead fish) were 2 classified as “Mouth rot” [i.e., fish showed clinical signs compatible with ulcerative stomatitis (alias mouth rot disease)] occurring on June 21 and July 8; 8 classified as “environmental” [i.e., putatively caused by environmental stressors (e.g., harmful algae)], scattered throughout late July and early September; and one event classified as “old” (i.e., the cause of death could not be assessed due to the deterioration of the fish carcass) on July 21. The closest mortality events to the sampling point, with 1000-1700 dead fish, were classified as "environmental" and occurred on November 1, 2 and 4.

**Figure 2:**
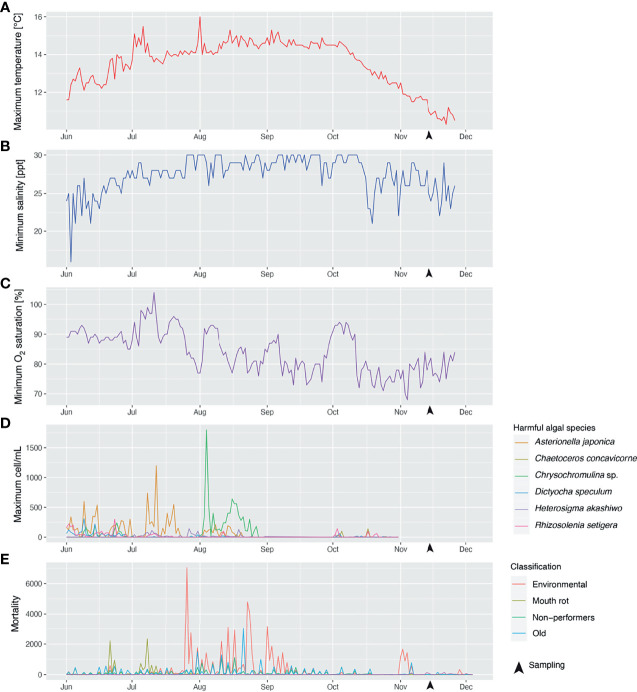
Time series of maximum water temperature **(A)**, minimum salinity **(B)**, minimum oxygen saturation **(C)** recorded at the farm site during the period June 1–November 26, 2017; concentration (cells/mL) **(D)** of various phytoplanktonic algae species potentially harmful for farmed Atlantic salmon, recorded at the farm site from June 1–October 26, 2017; and fish mortality **(E)** recorded at the farm site during the period June 1–December 4, 2017. Fish mortalities were classified into different categories depending on the putative cause of death; i.e., mortalities attributed to environmental stress (e.g., algal blooms, hypoxia events) were classified as “environmental”; mortalities suspected to be caused by *Tenacibaculum maritimum* infection [causative agent of ulcerative stomatitis (also known as mouth rot disease) in salmonids; note: infection was not analytically confirmed] were annotated as “Mouth rot”; salmon euthanized due to their poor growth performance were designated as “non-performers”; fish carcasses too deteriorated to be classified were named “old”.

### 3.2 Sample Selection for the Microarray Experiment

The majority of GS0 individuals were loaded negatively on LD1, while most of GS2 individuals were loaded positively on LD1, showing delineation between the biomarker transcript expression responses of the fish in these two groups (**Supplementary Figure 3**). Also, the majority of GS1 individuals were loaded positively on LD1 with some overlapping with GS3 (**Supplementary Figure 3**). While all four gill scores (using all available individuals) were included in the qPCR experiments, we decided to exclude GS1 and GS3 samples from the microarray study and focus on GS0 *vs*. GS2 over concern that: 1) GS1 may be difficult to differentiate from GS0 at the transcriptome level; and 2) there may be high variability in the transcriptomes of heavily damaged gills, with transcript expression signatures of GS3 potentially dominated by cell death (e.g., apoptosis, necrosis). For the microarray experiment, we selected individuals (bold in **Supplementary Figure 3**) that clustered together (within the gill score group) in the LDA and segregated from those of the other groups.

### 3.3 Transcriptomic Changes in Response to Moderate Gill Damage

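Gill RNA from 5 GS0 and 5 GS2 fish was measured on the 44K salmonid array, with 1 array per fish. Amplified RNA of each fish was labelled with Cy5 and hybridised together with a Cy3-labelled pool made from all 10 fish. The fish had been selected because those of one gill score clustered together in the linear discriminant analysis of the preliminary qPCR genes, so they are not a random sample of their gill scores. By their names, the GS0 fish came from pens 2 and 3 and the GS2 fish from pens 1, 2 and 3. Pen 1 held GS2 fish only. The 10 arrays lay on 3 slides, each of which held fish of both gill scores. The authors extracted the signals with Agilent Feature Extraction, which subtracted the background, corrected spatial trends and normalized the dyes within each array by loess. The deposited value of a spot is the log10 ratio of fish over pool, which is given as log2 from here on. Each array held 43689 probes. In the Cy5 channel, between 90.9% and 96.0% of the probes were well above background, and the median signal was 18.2 to 28.5 times the background. No spot was saturated, and 143 to 2822 spots per array were not uniform in at least 1 channel. A value was taken as missing where Feature Extraction marked the spot as an outlier, or where neither channel had a positive and significant signal. Probes missing on more than 25% of the arrays were removed, as in the paper, which left 42159 probes with 5370 missing values (1.27%). The paper states that missing values were imputed, but its text does not name the method. For Rank Products they were imputed here from the 10 probes with the most similar values, and limma used the measured values only. Over all pairs of arrays the median Pearson correlation of the log2 ratios across probes was 0.235, with 0.315 for pairs on the same slide and 0.23 for pairs on different slides. The number of arrays limits the precision of every difference between the gill scores.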

To investigate the global transcript expression response of moderately damaged gill (i.e., GS2), caused by several environmental factors [the most notable likely cause being successive HABs (**Supplementary Figure 1**)], compared with pristine gill (i.e., GS0) subjected to the same environmental conditions, we used a 44K cGRASP salmon microarray platform (25). 

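At a PFP of 5%, Rank Products called 246 upregulated and 45 downregulated probes in GS2 compared with GS0. Of all alternatives tried, leaving out GS0 fish 2-24 moved the upregulated count most, to 33, and comparing only fish of the same pen moved the downregulated count most, to 2. The upregulated count was 42 without GS0 fish 2-8, 37 without 3-7 and 145 without 3-13, and it was 75 without GS2 fish 1-2, 141 without 2-12 and 148 without 3-24. Leaving out any 1 of the 10 fish brought the downregulated count to between 16 and 29. A second test with limma, which sets each difference against the spread between fish, called 0 upregulated and 0 downregulated probes at a Benjamini-Hochberg adjusted p of 5%. The smallest limma adjusted p was 0.292, and 1662 probes had an unadjusted p under 0.05 where 2108 would by chance. Without GS0 fish 2-24 or 2-8 limma called 2 probes, and without GS2 fish 1-1 or 2-12 it called 1. The called probes varied more between fish of one gill score than most others. Their median SD within gill scores was 1.51 on the log2 scale, against 0.30 over all probes tested, and 67.4% of the 291 were among the 1% of probes with the largest SD. In 142 of the 291, the difference between the gill scores was smaller than this SD. The values of the 5 GS2 fish and the 5 GS0 fish did not overlap in 7 of the 246 upregulated and 5 of the 45 downregulated probes. Over the 37911 probes measured on every array, all GS2 fish were higher in 86 and lower in 167, where chance gives 150.4 in each direction (0.397%). The probes were called for their direction over these same fish, so the same direction within slides and pens is favoured by that choice. The counts that follow are therefore no independent evidence. Within slide 1, with 1 GS0 and 2 GS2 fish, GS2 was higher in 153 of 240 upregulated probes and lower in 29 of 41 downregulated ones. Within slide 2, the counts were 231 of 243 and 40 of 45, and within slide 3 they were 212 (89.8% of those measured) and 42 of 43. Within pen 2, with a single GS2 fish, 220 of 239 upregulated and 32 of 41 downregulated probes moved in the same direction, and in pen 3, also with a single GS2 fish, 205 (86.9% of those measured) and 42 of 43.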

Using RP statistical analysis, we identified 254 upregulated and 34 downregulated probes in GS2 gills compared with GS0 gills (**Figure 3**). These 288 DEPs, the corresponding appropriate gene symbols, p-values, PFP, and the FC values from the RP, are listed in **Supplementary Table 1**. 

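The copy of Supplementary Table 1 used here lacks a small part of the probes in the count above, and 34 of those it holds are downregulated. Every sequence in the copy equals that of the spot at the position named by the probe identifier, and 88.1% of the sequences are on 1 spot only. When the log2FC was computed from all 10 spots of a probe, with none removed, the largest difference from the value in the table was 0.000382. After the removal of spots described above, 201 of its upregulated probes (79.8%) and 30 of its 34 downregulated ones were also among those called here at a PFP of 5%. The others had a PFP between 0.0504 and 0.114. Among the probes called here, 45 upregulated and 15 downregulated ones are not in the copy. Rank Products pairs the fish of the gill scores at random, and 20 other seeds for the pairing gave 217 to 271 upregulated and 40 to 49 downregulated probes.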

The 288 DEPs were visualized in a volcano plot showing log_2_-transformed fold-changes (log_2_FC) *vs*. –log_10_(PFP) (**Figure 3**). 

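Of 54 probes followed by name, which include the 27 of Table 2, Rank Products called 51 and limma called 0 over all probes tested, with adjusted p-values from 0.292 to 0.996. Adjusted over the list alone, limma called 32, which is not independent evidence because the study chose most of the list on these fish. The probes with the largest change among those called without overlap between the gill scores include several that the tables do not pair with a gene. In the upregulated direction, probe C198R016 had a log2FC of 2.37 (SE 0.78, n = 5 per gill score) but was not well above background on any GS0 array. With the GS0 signals raised to at least the lowest one well above background on their array, GS2 was 1.41-fold higher. Without GS2 fish 1-1, at 2.78 against -1.96 to 0.23 in the other GS2 fish, the log2FC was 1.58 and this ratio 1.11-fold. The probe was well above background on 3 of the 5 GS2 arrays. On the other GS2 arrays the measured signals were used, so the ratio is not a strict lower limit. The other unnamed upregulated probes were close to background on most arrays. The probe of *rab18* had a log2FC of 1.30 (SE 0.46), with values from -0.25 to 0.35 in GS2 and from -2.69 to -0.29 in GS0. In the downregulated direction, probe C026R144 had a log2FC of -1.55 (SE 0.20, PFP 0.00274), and its limma adjusted p was the smallest of all probes and fell to 0.0179 without GS0 fish 2-24. That fish had the GS0 value nearest to GS2, so leaving it out lowers the p by construction. A pair of *dut* probes had a log2FC of -1.34 (SE 0.29) and -1.24 (SE 0.29), *hla-b* of -1.26 (SE 0.29) and probe C084R015 of -1.16 (SE 0.26). The two-sided exact permutation p of a probe without overlap is 0.00794 where all 10 fish were measured, the smallest that 5 fish against 5 allow. The named probes were chosen on these fish, by the study or here. Their exact p-values, here and in later passages, are therefore not independent evidence. Gene symbols are those of Supplementary Table 1, where they stand for putative human orthologues.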

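The probe of *chtop* had a log2 ratio to the pool of 0.86 ± 1.92 in GS0 and -2.95 ± 0.33 in GS2 (SD, n = 5 each), a log2FC of -3.80 with a PFP of 1.13e-08. GS0 fish 2-24, at -2.53, lay within the range of the GS2 fish, and without it the log2FC was -4.65 with a limma adjusted p of 2.11e-05. With all fish the limma adjusted p was 0.996 for *chtop*, *abhd10* and *tspan1* alike. Leaving out the fish nearest to the other gill score lowers the p by construction. The small p-values given for these probes without such a fish are therefore no evidence of a difference. For *abhd10* the log2FC was -2.09 (SE 0.44, PFP 0.000428), and its signal was well above background on 2 of the 5 GS2 arrays. Without GS0 fish 2-8, at -1.04, the log2FC of *abhd10* was -2.57 with a limma adjusted p of 0.00893. For *art4* the log2FC was -1.90 (SE 1.61, PFP 0.000333), less than the spread between fish, which ranged from -6.95 to 2.56 in GS0 and from -4.85 to 0.18 in GS2. Leaving out GS0 fish 2-24 brought the log2FC of *art4* to -1.02, and leaving out GS0 fish 2-8 brought it to -3.40. Of the upregulated probes, the uncharacterized C035R128 had a log2FC of 4.53 (SE 1.75, PFP 1.17e-07), with values between -7.16 and 0.88 in GS0 and between -6.23 and 2.20 in GS2. The log2FC of C035R128 was 1.73 with pen as a block and 5.99 without GS0 fish 2-4. Its difference was 0.09 on slide 1, 9.00 on slide 2 and 2.89 on slide 3. The probe of *tuba1b* had a log2FC of 3.42 (SE 1.22, PFP 1.79e-06). Its difference was 6.19 on slide 1, 5.57 on slide 2 and -0.12 on slide 3. The probe of *tspan1* had a log2FC of 2.64 (SE 0.61, PFP 5.2e-05), and 4 of the 5 GS2 fish were higher than every GS0 fish. Without GS2 fish 2-12, at -2.29, its log2FC was 3.35 with a limma adjusted p of 7.09e-05. The log2FC was 2.46 for *jph2* (SE 0.80), which was well above background on 2 of the 5 GS0 arrays, 2.43 for *tpm2* (SE 1.13) and 2.51 for *myh7* (SE 1.26). On slide 1 these differences were -0.86, -1.80 and -2.23, and on slide 3 they were 4.09, 5.19 and 5.20. Without GS2 fish 2-12 the log2FC was 2.11, 1.58 and 1.76 in the same order. The highest values with 1 fish left out were 3.16, 3.27 and 3.43. For *igkv3* the log2FC was 2.40 (SE 0.68, PFP 0.000226), with all 5 GS2 fish above the GS0 mean. Further probes with a low PFP were those of *acta1*, with a log2FC of 2.68 (SE 1.37), *myl1*, with 2.42 (SE 1.28), and *igkv5-2*, with 2.04 (SE 0.57). For *acta1* and *myl1* the differences were -2.74 and -2.35 on slide 1 and 5.48 and 5.00 on slide 3. Their log2FC was 1.90 and 1.64 without GS2 fish 2-12, and 3.73 and 3.33 without GS0 fish 2-4.

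**Figure D1:**
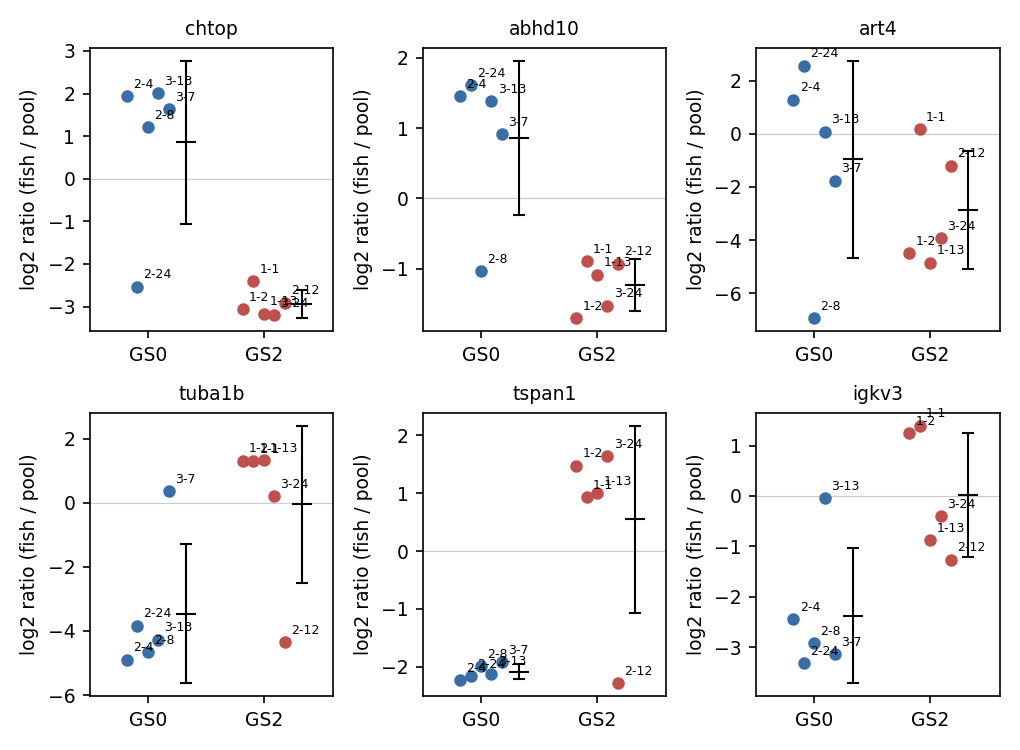
Log2 ratio of fish over pool of 6 probes in each GS0 and GS2 fish, with the mean and SD of each gill score. In *chtop* GS0 fish 2-24 sits at -2.53 among the GS2 fish, and in *tuba1b* GS2 fish 2-12 sits at -4.35 among the GS0 fish.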

The lowest PFP from the downregulated probes were *chtop*, *abhd10*, and *art4*, while the lowest PFP from the upregulated probes with gene annotation were *tuba1b*, *tpm2*, *tspan1*, *myh7*, *jph2*, and *igkv3*.

**Figure 3:**
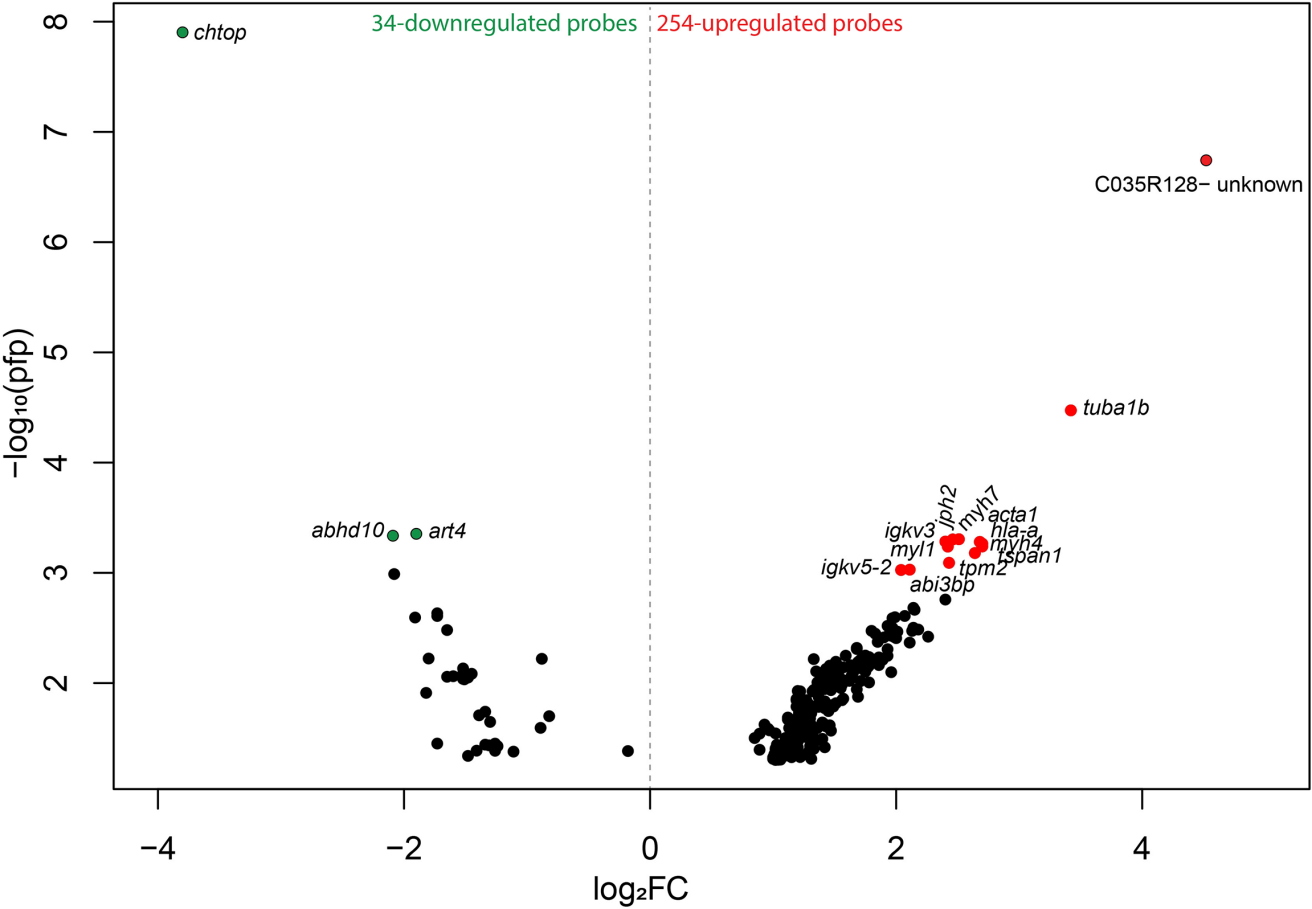
Volcano plot reporting -log_10_ percentage of false-positives (pfp) against Rank Products log_2_ fold-changes (log_2_FC; calculated using the Bioconductor package, RankProd.). The colored dots represent the highest –log_10_ pfp≤0.001 from the upregulated and downregulated probes (red and green, respectively) (**Supplemental File 1**). Probes are labeled with the gene symbols of the putative human orthologues, and one uncharacterized probe is labeled with the probe identifier (ID).

All the log_2_ ratio (Cy5/Cy3) data of the identified microarray probes were used to generate a PCA plot (**Figures 4A, C**). Although the PC1 and PC2 did not completely separate the GS0 and GS2 individuals (**Figure 4A**) in the two-dimensional plot, utilizing a 3-dimensional approach (i.e., using PC1, PC2 and PC3 scores) more clearly separated the responses of GS0 and GS2 fish (**Figure 4C**). 

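In a PCA of the centred log2 ratios of the 291 probes called here, PC1 held 48.4%, PC2 25.8% and PC3 6.74% of the variance. GS0 fish 2-4 (PC1 score 16.6) lay among the GS2 fish on PC1, and GS2 fish 1-1 and 1-13 (-1.10 and -5.45) lay below GS0 fish 2-4 and above the other GS0 fish. The mean PC1 score of GS2 exceeded that of GS0 by 25.4, with an SD of 16.3 in GS2 and 17.5 in GS0 (two-sided exact permutation test over all assignments of the fish, p = 0.0635). On PC2 the mean scores differed by 7.33 (exact p = 0.516) and on PC3 by 9.18 (exact p = 0.0794). The probes were selected for a difference between the gill scores, so these tests are not independent evidence. Over all 42159 probes in place of those called, PC1 is another axis, on which the difference was 5.60 (exact p = 0.857), and with each called probe scaled to unit variance it was 16.4 (exact p = 0.0238). Without GS0 fish 2-4 the difference was 32.9 (exact p = 0.0159), and without GS2 fish 1-13 it was 30.1 (exact p = 0.0476). The PC3 difference had an exact p under 0.05 in 4 of 14 alternatives. It was 9.12 with the probes of Supplementary Table 1 (exact p = 0.0476), 9.41 with these and no spot left out, an alternative chosen after the data were seen (exact p = 0.0397), 8.96 without GS0 fish 3-13 (exact p = 0.0476) and 11.0 without GS2 fish 2-12 (exact p = 0.0317). On slide 1 the PC1 difference was -4.39, on slide 2 it was 19.0 and on slide 3 37.8. The PC2 difference was 20.2, 14.3 and -14.4 on the same slides, and that of PC3 was 14.1, 11.7 and 9.37. In pens 2 and 3, each with 1 GS2 fish, the PC1 difference was 43.0 and 27.7, that of PC2 -14.3 and -6.09 and that of PC3 -0.581 and 13.8, and pen 1 held no GS0 fish.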

The percentage of the explained variance for each PC dimension were plotted on **Figure 4B**. Then, all the DEPs (i.e., upregulated, and downregulated) were subjected to GO term enrichment analysis. The analysis defined 148 enriched GO terms (**Supplementary Table 2**) classified into two main themes: gill remodeling and wound healing (green shades; **Figure 5**), or immune and stress-relevant (purple shades; **Figure 5**). 

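Supplementary Table 1 pairs 49 of its probes with genes that Supplementary Table 2 lists under muscle filament sliding, among them *acta1*, *myh7*, *myl1*, *neb* and *tnnt2*, apart from probe C208R118 (log2FC 1.28), which has the symbol *actc1* but an immunoglobulin description and was left out after the table was seen. The study selected these probes for a difference on the same arrays, so that their direction is no independent evidence. All 49 were higher in GS2, with a median log2FC of 1.71 and a range from 1.13 to 2.68. Rank Products called 46 of them and limma called 0, with a smallest adjusted p of 0.996. The mean log2 ratio over the 49 probes was -2.02 ± 1.25 in GS0 and -0.31 ± 2.05 in GS2 (SD, n = 5 fish each), so that the difference of 1.71 lay within the spread between fish of GS2. GS0 fish 2-4 had a mean of 0.20 and the other GS0 fish lay between -2.74 and -2.44. In GS2 the means were -2.70 in fish 1-1, -1.90 in fish 1-13, -0.02 in fish 3-24, 0.63 in fish 1-2 and 2.44 in fish 2-12. The difference was 1.02 without GS2 fish 2-12 and 2.31 without GS2 fish 1-1. It was -1.23 on slide 1, 0.80 on slide 2 and 3.67 on slide 3, and 4.17 in pen 2 and 2.44 in pen 3. Pen as a block moved it most of the alternatives tried, to 3.35. Among fish of one gill score the probes rose and fell together, with a median pairwise correlation of 0.941 between their deviations from the group means.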

The most significant enriched GO terms were actin-myosin filament sliding (GO:0033275) and muscle filament sliding (GO:0030049) (using p-value corrected with Bonferroni step-down ≤ 0.05). 

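The copy of Supplementary Table 1 pairs 105 probes with genes of the adaptive immune response term, of which Rank Products called 73 upregulated and 1 downregulated. The study had called all of them on the same arrays. Of the 105, 104 were higher in GS2, with a median log2FC of 1.27. The downregulated probe was that of *hla-b*. Most of these probes carry an immunoglobulin gene's name. Over the 127 probes of the immunoglobulin set, the mean log2 ratio was -1.53 ± 1.45 in GS0 and -0.17 ± 1.25 in GS2 (SD, n = 5 fish each), a difference of 1.36, smaller than the SD of GS0 and larger than that of GS2. GS0 fish 2-4 and 3-13 had means of 0.05 and 0.06, above those of GS2 fish 1-13, 3-24 and 2-12 (-1.23, -0.91 and -1.04). The other GS0 fish lay between -2.87 and -2.39. Without GS2 fish 1-1, which had the highest mean (1.54), the difference was 0.93, and without GS0 fish 3-13 it was 1.75. It was 1.11 on slide 1, 1.45 on slide 2 and 0.19 on slide 3, and 0.72 in pen 2 and 0.26 in pen 3. With pen as a block it was 0.50.

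**Figure D2:**
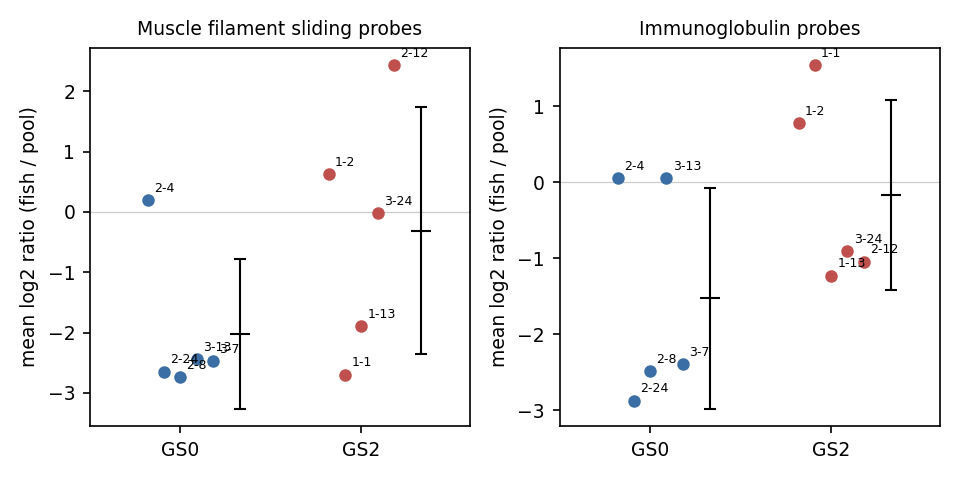
Mean log2 ratio of fish over pool across the 49 muscle filament sliding probes and the 127 immunoglobulin probes, for each GS0 and GS2 fish with the mean and SD of each gill score. GS0 fish 2-4 sits at 0.20 and 0.05, apart from most GS0 fish in both sets.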

Within the immune and stress-relevant theme, adaptive immune response (GO:0002250) was the most significantly enriched GO term.

**Figure 4:**
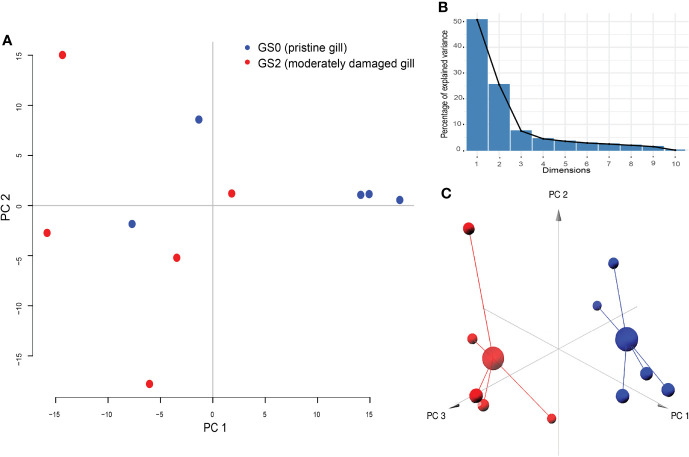
Results of principal component analysis (PCA) plotted on two dimensions (Panel **A**) for the gill differentially expressed microarray log_2_ ratio (Cy5/Cy3). PC1 explained 50.72%, PC2 explained 25.49%, and PC3 explained 7.46% of the variability. Panel **(B)** Bar-plot of the percentage of the explained variance for each PC (dimension). Panel **(C)** PCA plotted on three dimensions for the gill differentially expressed microarray log_2_ ratio (Cy5/Cy3) data.

**Figure 5:**
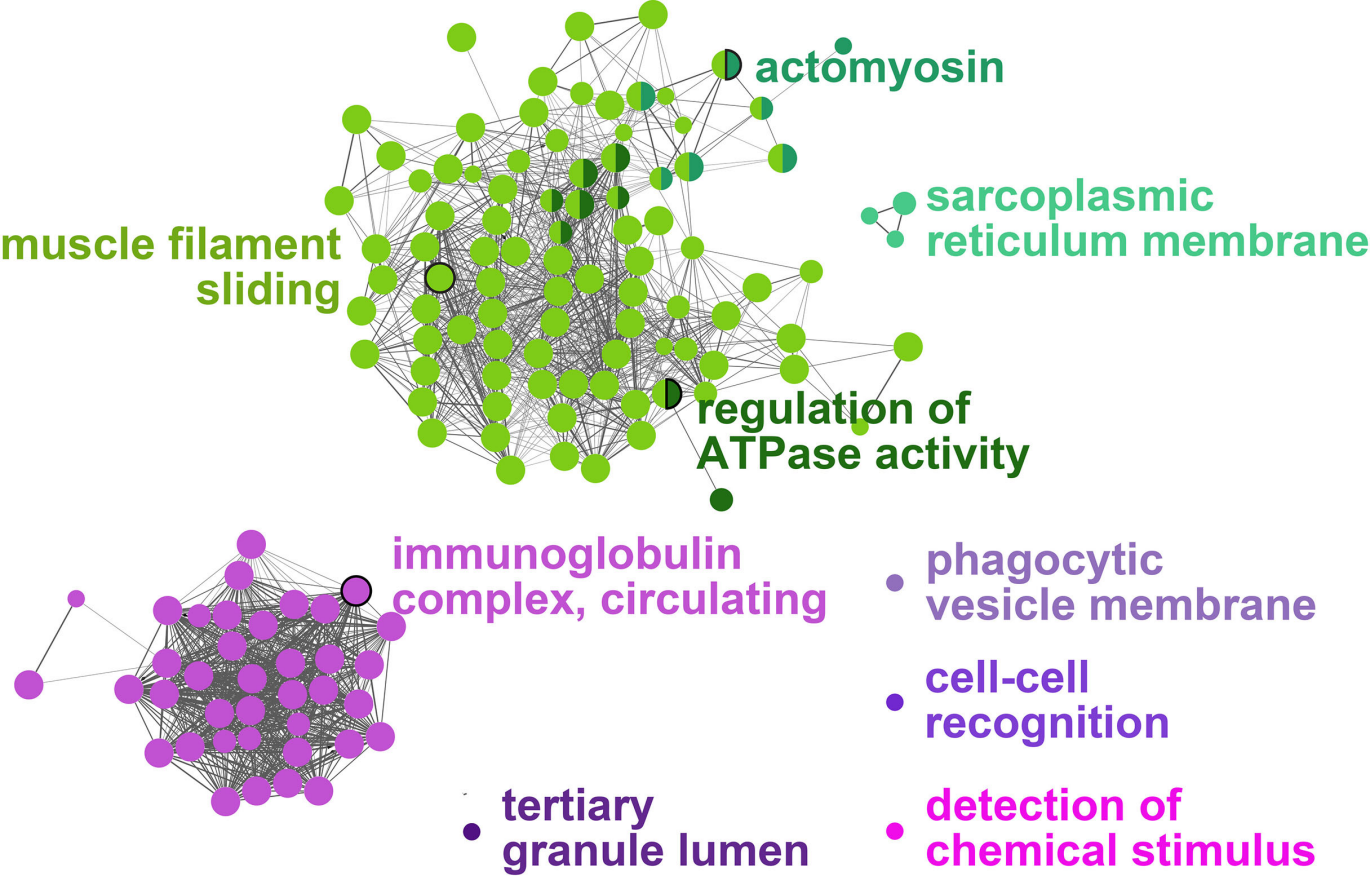
Gene-Ontology (GO) term enrichment and pathway term network analysis of DEGs. The GO-term enrichment analysis was performed using ClueGO plugin in Cytoscape. The p-value was adjusted at 0.05, kappa score level was ≥0.4 on ClueGO and Benjamini-Hochberg correction was used. Biological Process, Cellular Component, and Molecular Function were the selected ontologies on ClueGO. Terms related to gill remodeling and wound healing are colored in different shades of green, while terms related to immunity and stress are colored in different shades of purple. A complete list of the enriched GO terms is found in **Supplementary Table 2**, while the leading GO terms are also labeled in the figure.

All the identified DEPs were classified manually as either immune and stress-relevant (purple; **Figure 6**) or gill remodeling and wound healing-relevant (green; **Figure 6**). The density plot (**Figure 6**) shows the upregulated and the downregulated probes from the two main themes. Both pathways had more upregulated probes than downregulated probes. The majority of the upregulated probes present were with log_2_FC values below 2 (**Figure 6**). 

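Of the 246 upregulated probes called here, 209 (85.0%) had a log2FC below 2, 34 between 2 and 3, and 3 above 3. Their median log2FC was 1.49, with a range from 0.95 to 4.53. The manual assignment of probes to the themes was not analysed here, so these counts cover the themes together. Of the 3 probes above 3, *tuba1b* and C035R128 are named in Figure 3.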

Only few probes related to gill remodeling and wound healing were higher than log_2_FC of 3. Also, most of the downregulated probes present were higher than -2 log_2_FC. 

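Of the 45 downregulated probes called here, 41 (91.1%) had a log2FC above -2, 3 lay between -3 and -2, and 1, that of *chtop*, was below -3. The median log2FC of the downregulated probes was -1.51, and the range was from -3.80 to -0.88.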

Few probes related to gill remodeling and wound healing were below log_2_FC of -3.

**Figure 6:**
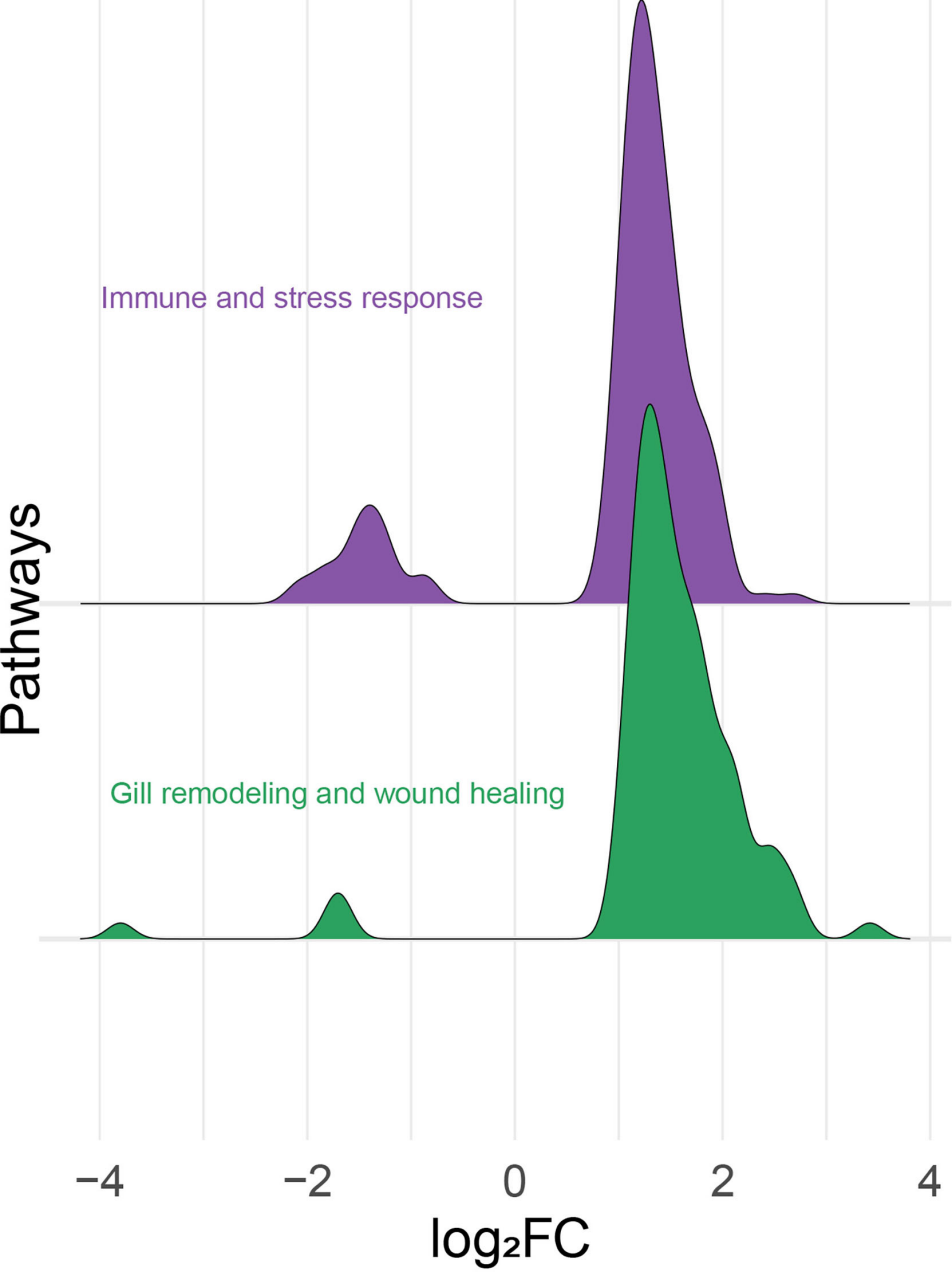
Histogram of the frequency density of log_2_-transformed fold-changes (log_2_FC) for the differentially expressed probes of the “immune- and stress-relevant” and “gill remodeling and wound healing” themes. Purple and green colors indicate the two manually defined themes, immune and stress relevant, and gill remodeling and wound healing, respectively.

### 3.4 Preliminary and Confirmation qPCR of Selected Transcripts in the Gill

The preliminary (named as preliminary qPCR in **Figures 7**, **8**) and the confirmation qPCR (named as microarray-identified biomarkers in **Figures 7**, **8**) results are shown in **Figures 7**, **8**. Twelve GOI (as described in Section *Sample Selection Using qPCR*) were targeted in the preliminary qPCR and 27 GOI (i.e., microarray identified) were chosen to qPCR-validate the microarray results. The targeted transcripts for the qPCR confirmation of microarray-identified biomarkers were chosen based on their FC (i.e., highest FC values), representation of different pathways, and enriched GO terms. All of the collected gill samples, including GS0, GS1, GS2, and GS3, were included in the preliminary and qPCR confirmation studies.

**Figure 7:**
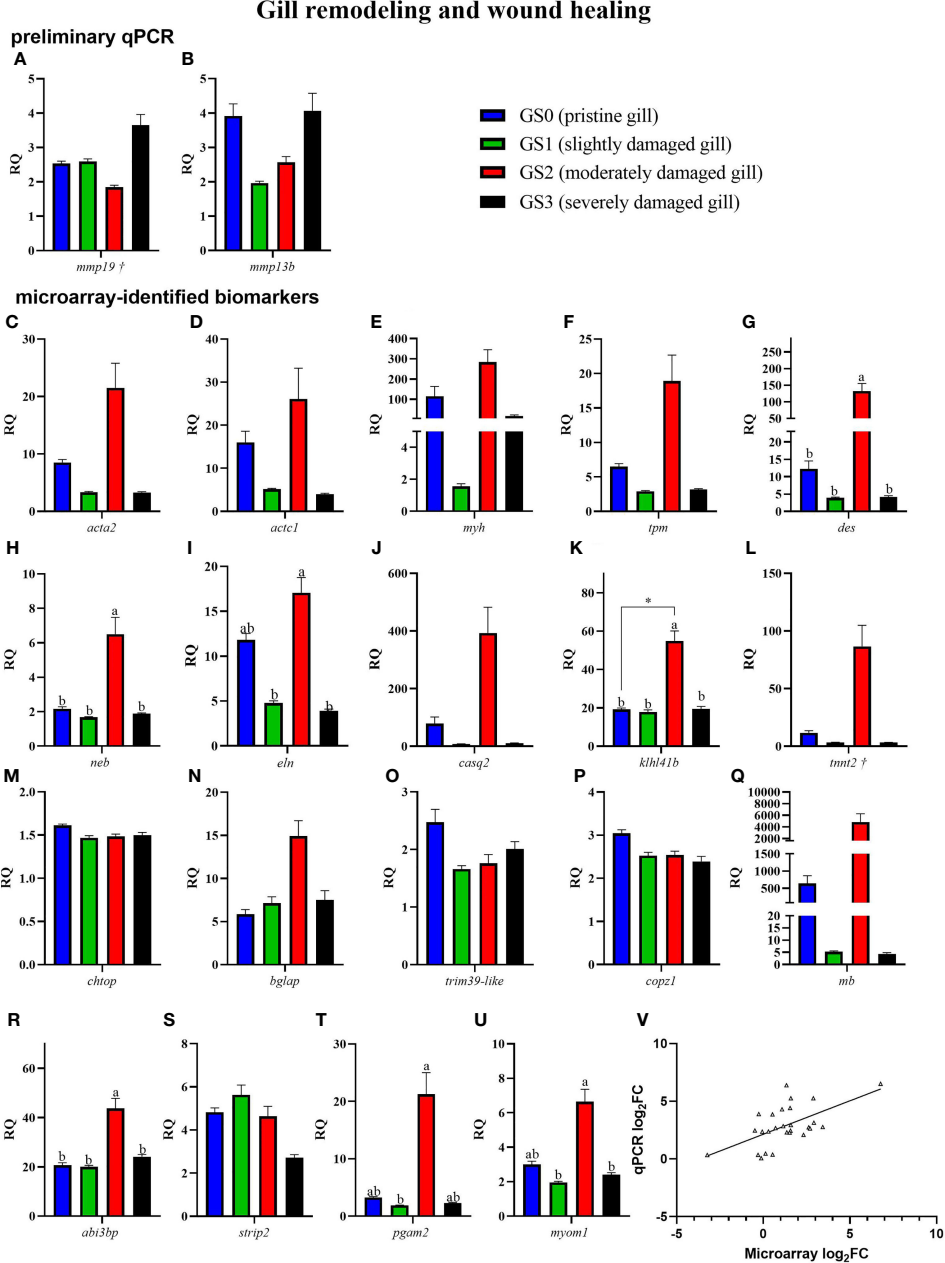
Bar plot of gill transcripts related to gill remodeling and wound healing (panel **A–U**). On the lower right side, Panel **(V)** shows a scatterplot of log_2_ fold-change from Rank Products microarray data *vs*. qPCR log_2_ fold-change. Different letters indicate a significant difference between groups using one-way ANOVA. Asterisk (*) shows significance (p< 0.05) between GS0 and GS2 using t-test. Gene symbols followed by a dagger (†) are associated with p-values between 0.05 and 0.10 using either t-test (GS0 vs GS2; i.e., *mmp19*) or one-way ANOVA (i.e., *tnnt2*).

**Figure 8:**
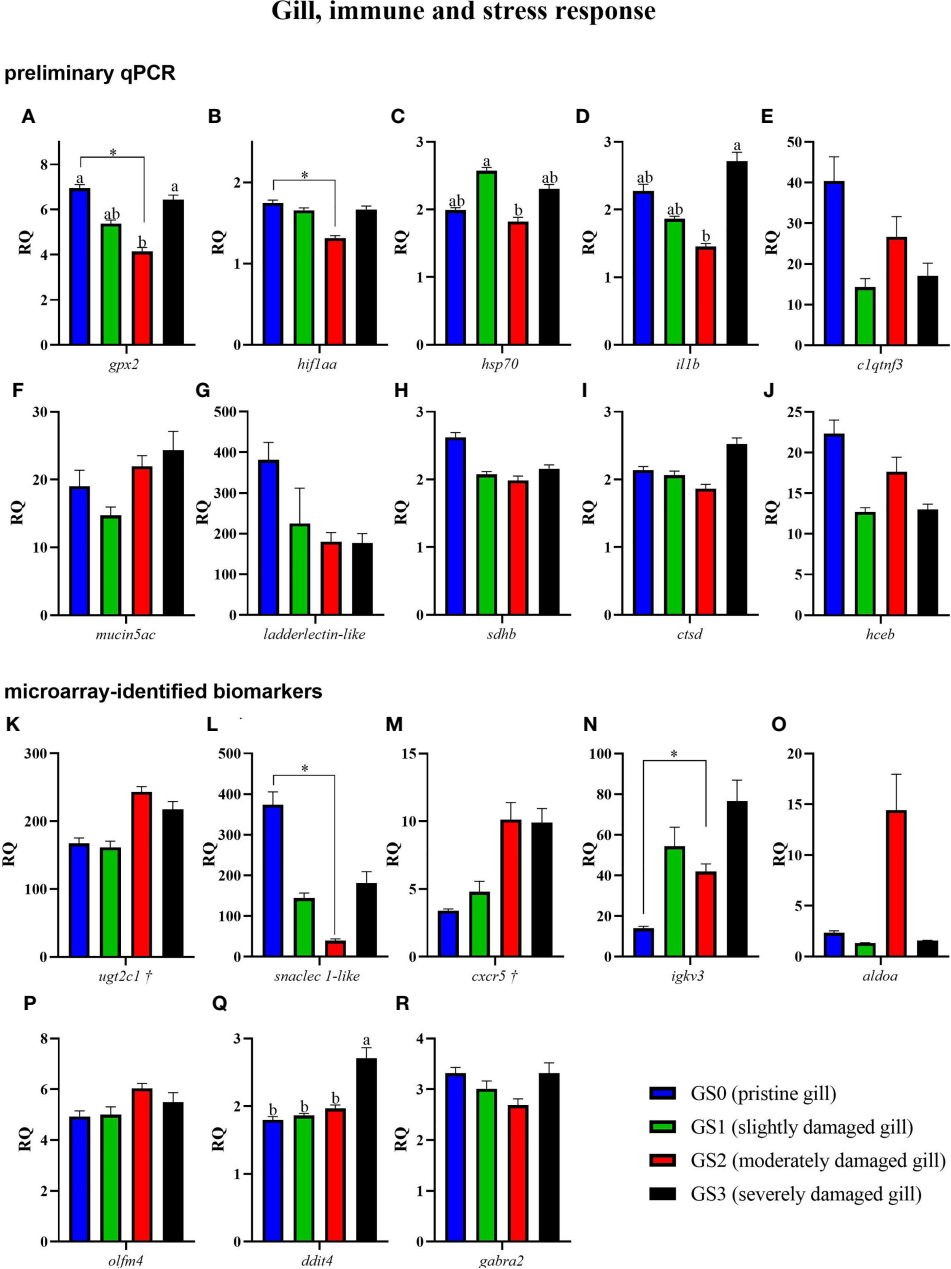
Bar plot of gill transcripts related to the immune and stress-relevant theme **(A–R)**. Different letters indicate a significant difference (p< 0.05) between groups using one-way ANOVA. Asterisks (*) are used to identify significance between GS0 and GS2 using t-test. Gene symbols followed by a dagger (†) are associated with p-values between 0.05 and 0.10 using t-test (GS0 vs GS2; i.e., *ugtc1* and *cxcr5*).

In **Figure 7**, RQs of transcripts related to gill remodeling and wound healing were plotted (for both the preliminary qPCR and microarray-identified biomarkers). The preliminary qPCR results showed no significant difference between gill scores for *mmp19* and *mmp13b* (**Figures 7A, B**). The qPCR analysis of the microarray-identified biomarkers showed that the transcript levels of *des*, *neb*, *klh14b* and *abi3bp* (**Figures 7G, H, K, R**) were higher in GS2 than all other gill scores. The mRNA levels of *eln* and *myom1* were significantly higher in GS2 than GS1 and GS3 (**Figures 7I, U**). The levels of *pgam2* were higher in GS2 than GS1 (**Figure 7T**). 

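For the 27 genes of Table 2, the microarray log2FC recomputed from the arrays was set against the log2 of the qPCR fold change that the table gives. The qPCR values are the paper's and come from more fish than the arrays, and single qPCR values per fish were not analysed here. Across genes, Pearson's r was 0.547 (permutation p = 0.0045) and Spearman's rho was 0.434 (permutation p = 0.025), both two-sided. Genes are not independent replicates, since many of them rose and fell together. In 22 of the 27 genes the direction was the same. Without the 2 genes farthest on either axis, *chtop* on the array and *myh* in qPCR, r was 0.564 (permutation p = 0.0039) and rho 0.318 (permutation p = 0.12). With the signals normalized anew by normexp and loess, rho was 0.258 (permutation p = 0.19), the alternative that moved it most. The largest gaps between array and qPCR were in *myh*, with a log2FC of 2.70 on the array and 6.77 in Table 2, and in *chtop*, with -3.80 and -0.15. Genes of Table 2 without a passage of their own had a log2FC of 1.21 (*bglap*, SE 0.58), 1.25 (*strip2*, SE 0.33), 1.96 (*copz1*, SE 1.10), 1.69 (*trim39-like*, SE 0.93), 1.25 (*olfm4*, SE 0.49) and -1.51 (*gabra2*, SE 0.52). The probe of *gabra2* was well above background on 2 of the 5 GS2 arrays. The log2FC of *bglap* was 0.17 with pen as a block. That of *trim39-like* was 2.40 without GS2 fish 1-1, and on slide 1 its difference was -1.03. Without GS2 fish 1-2 the log2FC of *copz1* was 2.73. The probe of *ddit4* had a log2FC of -1.11 (SE 0.82) and a PFP of 0.0504. Its direction changed to 0.52 with pen as a block, and it was 1.48 on slide 3 against -3.17 on slide 1. The log2FC of *ddit4* was -1.88 without GS2 fish 2-12 and -0.77 without GS2 fish 1-2.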

Although there was high intragroup variability in the qPCR results, the microarray log_2_FC (identified by the RP analysis) showed significant positive correlation to qPCR log_2_ FC (calculated using each individual GS2 RQ value divided by the average GS0 RQ value; R=0.59, p-value<0.001; **Figure 7V**).

The RQs of transcripts related to immune and stress-relevant pathways were plotted in **Figure 8** (for both the preliminary qPCR and microarray-identified biomarkers). The preliminary qPCR results showed that *gpx2* mRNA expression was significantly higher in GS0 and GS3 compared with GS2 (**Figure 8A**). The levels of *hif1aa* were significantly lower in GS2 when compared with GS0 (t-test; **Figure 8B**), while the levels of *hsp70* were higher in GS1 when compared with GS2 (**Figure 8C**). The levels of *il1b* were lower in GS2 when compared with GS3 (**Figure 8D**). The qPCR results of the microarray-identified novel biomarkers showed that the transcript levels of *snaclec 1-like* mRNA were lower in GS2 compared with GS0 (t-test; **Figure 8L**). The transcript levels of *igkv3* were significantly higher in GS2 when compared with GS0 (t-test; **Figure 8N**). The levels of *ddit4* were significantly higher in GS3 compared with the three other gill scores (**Figure 8Q**). All the remaining genes did not have differential expression between groups.

### 3.5 Multivariate Analysis for All Gill RQs with p-Value ≤ 0.1 and Correlation Analyses

The PCA was performed using RQs from all the investigated transcripts (preliminary and microarray-identified) with p-value < 0.1 studied in the gill tissue (**Figure 9**). PC1 explained 29.2% of the variance across groups, while PC2 explained 14.0% of the variance. The PC1 scores significantly separated GS2 from all other gill scores (p-value= 0.0003; **Figure 9B**). The top 10 transcripts contributing to this significant separation were plotted in **Figure 9D**. The highest five transcripts contributing to this separation were *pgam2*, *des*, *neb*, *tnnt2*, and *myom1* (**Figure 9D**). Individuals from GS0 and GS1 showed more overlap than GS0 and GS3. The PC2 significantly separated GS2 from GS0 (p-value=0.03; **Figure 9C**). The top ten transcripts contributing to this significant separation were plotted with the highest five contributors (i.e., *gpx2*, *cxcr5*, *sdhb*, *hsp70* and *igkv3*) highlighted in red (**Figure 9E**). A vector representing *snaclec 1-like* was plotted closer to GS0 and GS1 individuals. Vectors representing *cxcr5*, *igkv3* and *mmp19* were plotted negatively on PC2 (**Figure 9A**).

**Figure 9:**
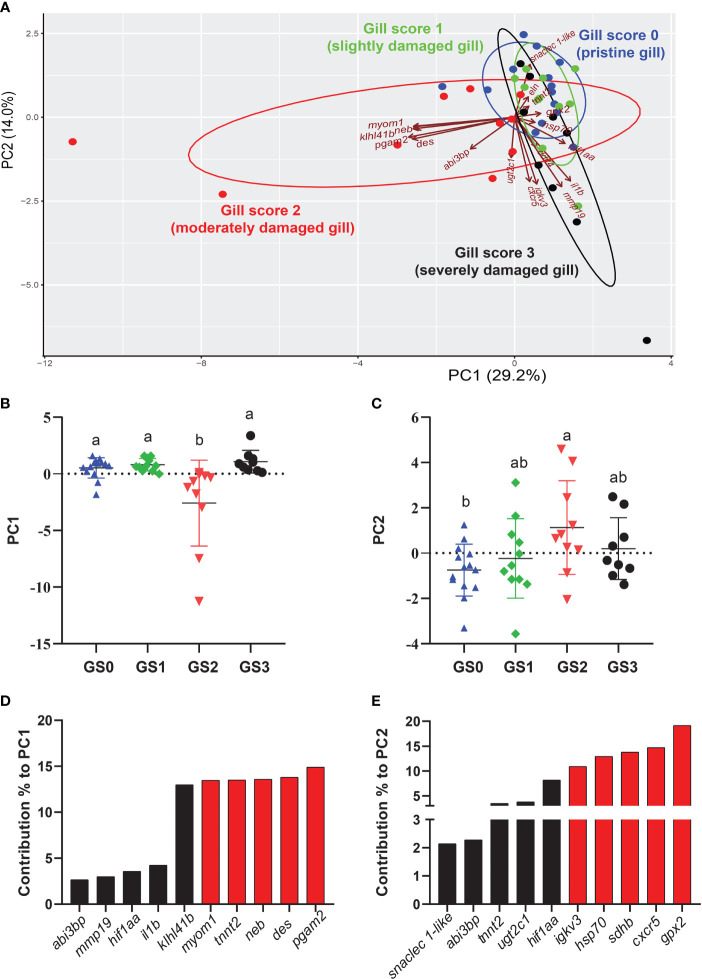
Principal component analysis (PCA) using gill RQ values of targeted transcripts with p-value≤ 0.1 between at least two gill scores. **(A)** PCA of individuals and vectors. The length and direction of arrows (vectors) indicate the loading of each transcript on the PC axis. **(B, C)** Scatter dot plots of PC dimensions 1 and 2 scores for individual samples. **(D, E)** Bar plot of the top ten variables contributing to each PC **(D, E)**. The top five contributing genes on each PC are highlighted in red.

In order to detect significant correlations between transcript levels and the degree of gill damage (i.e., score), we excluded GS3 individuals from the correlation matrix (**Figure 10**). We attempted to include GS3 individuals in the correlation analysis, and no significant correlations were observed (data not shown). Also, the microarray-identified novel biomarkers were part of the moderately damaged (i.e., GS2) transcriptomic signature (in other words, GS3 individuals did not share in identifying those biomarkers). Gill scores (i.e., GS0-GS2) were significantly negatively correlated with weight, length and CF. Also, gill scores were positively correlated with gill remodeling and wound healing biomarkers (i.e., *des*, *abi3bp*, *neb*, *pgam2*, *myom1* and *klh141b*). Furthermore, gill scores were negatively correlated with most immune and stress-relevant biomarkers (i.e., *gpx2*, *hif1aa*, *il1b*, *snaclec 1-like* and *sdhb*), except for *cxcr5*, which showed a significant positive correlation with gill damage scores. Many wound healing biomarkers (i.e., *neb*, *pgam2*, *myom1* and *klh141b*) were positively correlated with one another. The levels of *eln* were correlated positively with *tnnt2*. In addition, stress-relevant biomarkers (i.e., *hsp70*, *gpx2* and *hif1aa*) were positively correlated with one another. *Cxcr5* was negatively correlated with *gpx2* and *sdhb*, and positively correlated with *ugt2c1* and *igkv3*.

**Figure 10:**
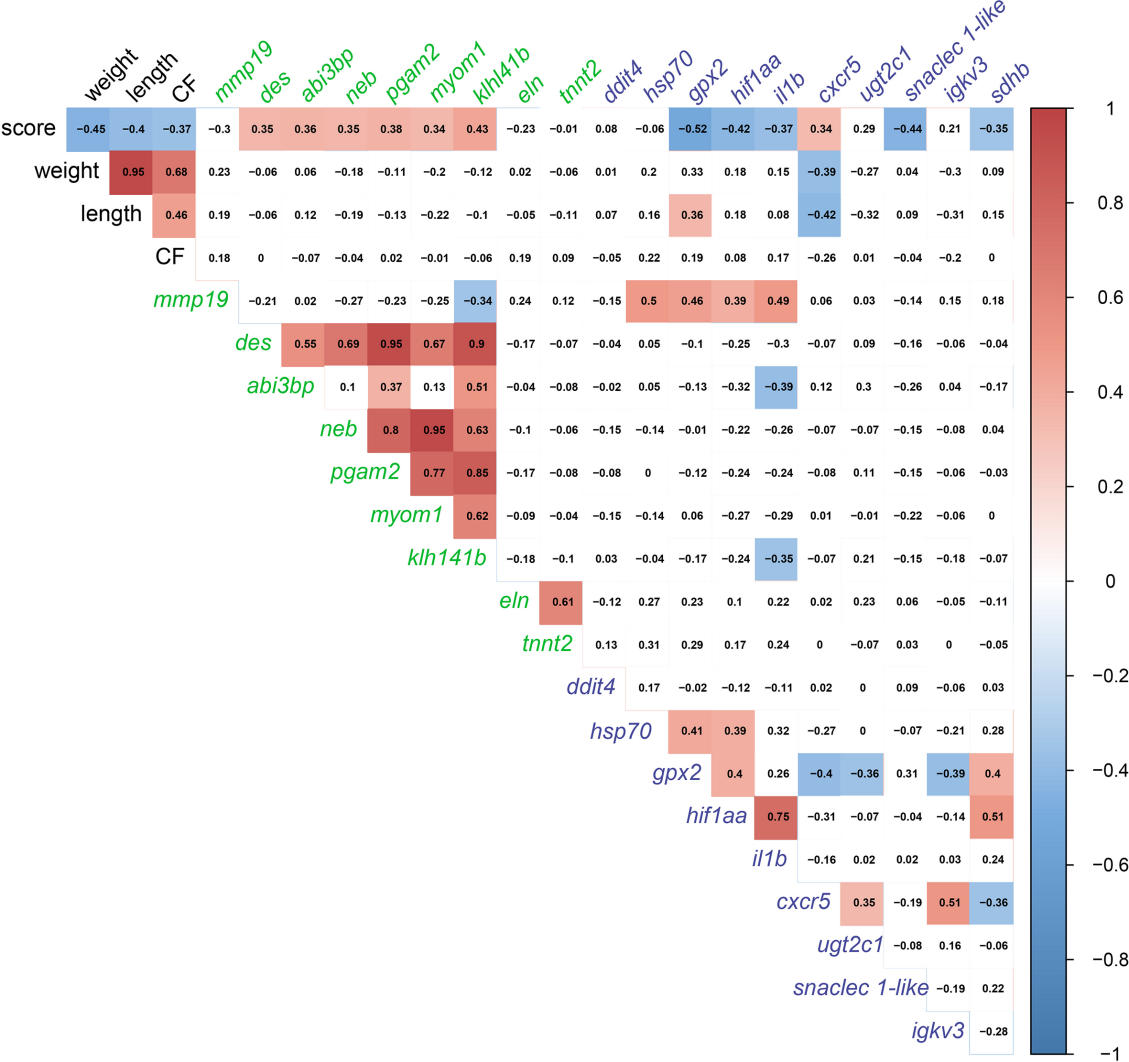
Correlation matrix using gill damage scoring (GS0, GS1, and GS2 only; GS3 individuals excluded), weight, length, condition factor (CF), and gill RQ values of targeted transcripts with p-value≤ 0.1 between at least two gill scores. Transcript names are colored based on the pathway (i.e., gill remodeling and wound healing in green; and immune and stress-relevant pathway colored in purple.

### 3.6 Liver qPCR

The RQs of the targeted transcripts in the liver are presented in **Figure 11**. In the functional categories of wound healing, apoptosis, and blood coagulation/APR, three genes (*chtop*, *bnip3l*, and *serpind1b*) were significantly upregulated (as shown by one-way ANOVA) in the liver of GS2 salmon compared with GS0 salmon with intermediate expression in GS1 and GS3 liver samples (**Figures 11A, C, G**). Using the t-test, the mRNA levels of *f2* were significantly higher in GS2 compared with GS0 (**Figure 11F**). In the functional category related to immunity, the transcript levels of *ddit4* and *campa* were lower (using T-test) in GS3 compared to GS0 (**Figures 11N, O**). In the transcription factor and stress-relevant categories, the mRNA levels of *pparg* and *cyp3a27* were higher (as shown by one-way ANOVA; **Figures 11P**, **11R**) in GS2 than GS0. Also, *cyp3a27* levels were higher in GS2 than in GS3 (**Figure 11R**). All the remaining genes did not have differential expression between groups.

**Figure 11:**
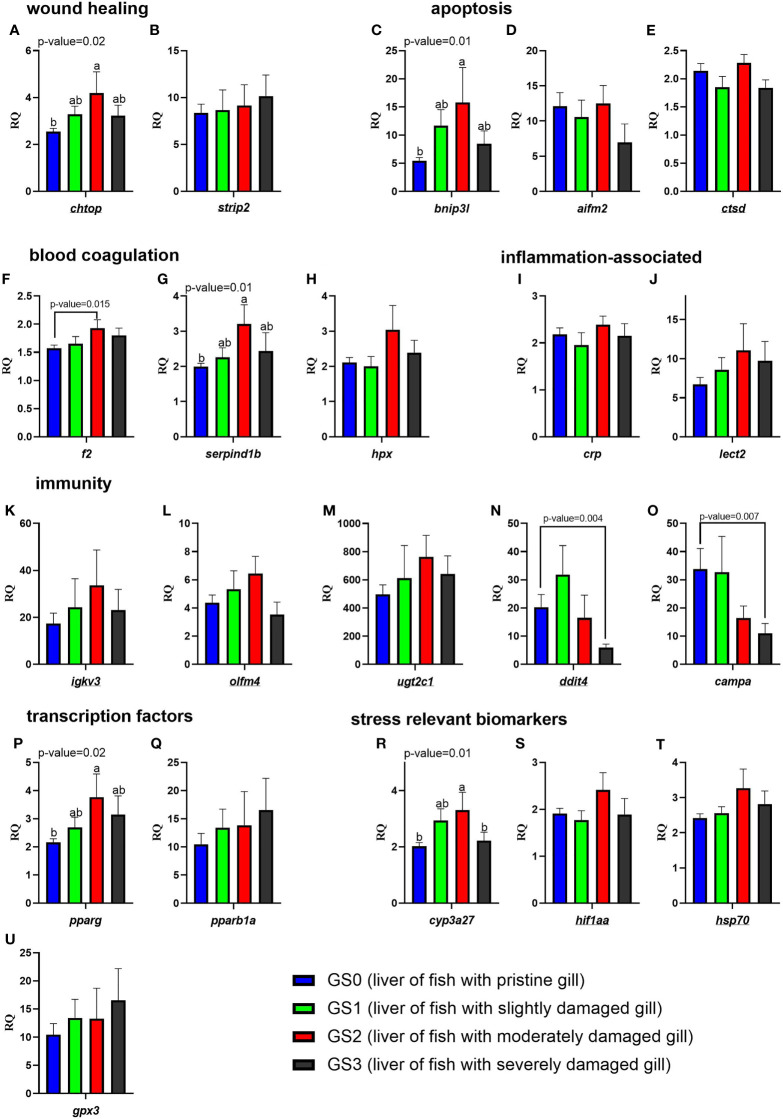
Bar plots of transcript expression levels of genes related to wound healing, apoptosis, blood coagulation, inflammation-associated proteins, immunity, transcription factors, and stress relevant biomarkers in the liver tissues of salmon with all four gill scores. The underlined gene symbols are the overlapping biomarkers between the gill and the liver qPCR. Different letters indicate a significant difference (p< 0.05) between groups using one-way ANOVA. Asterisks (*) are used to identify significance (p< 0.05) between GS0 and GS2, or between GS0 and GS3, using a t-test. Gene symbols are shown in the bottom of each figure panel **(A–U)**.

### 3.7 Multivariate Analysis and Correlations for Liver

The PCA was performed using all the targeted transcripts in the liver tissue (**Figure 12**). The PC1 explained 38.6% of the variance, while the PC2 explained 9.4% of the variance. The PC1 scores significantly separated GS2 from GS0 (p-value= 0.007; **Figure 12B**). The top 10 transcripts contributing to this significant separation were plotted, with the highest five transcripts contributed to this separation being *hsp70*, *cyp3a27*, *pparg*, *chtop* and *serpind1b* (**Figure 12D**). The PC2 did not significantly separate the gill score groups in terms of RQs of the targeted transcripts (**Figure 12C**). Vectors representing *cyp3a27*, *hsp70*, *bnip3l*, *pparg*, and *hpx* were plotted positively on PC1 (**Figure 12A**). The majority of GS2 individuals were plotted positively on PC1, while the majority of GS0 and GS1 individuals were plotted negatively on PC1 (**Figure 12A**).

**Figure 12:**
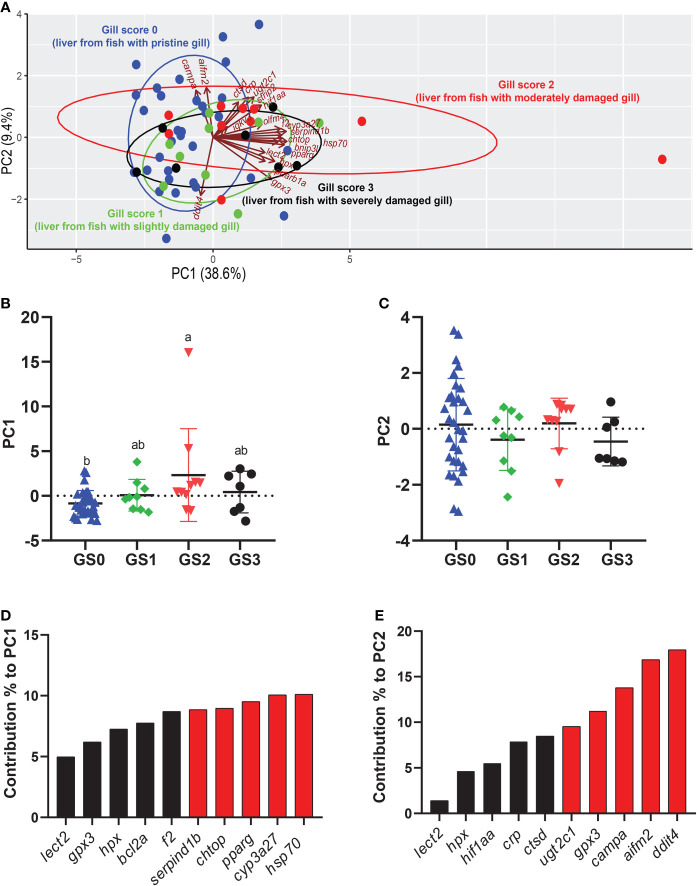
Principal component analysis (PCA) using all targeted transcript relative quantities (RQs) in the liver tissue. **(A)** shows a PCA of individuals and vectors. The length and direction of arrows (vectors) indicate the loading of each transcript on the PC axes. **(B, C)** Scatter dot plots of PC dimensions 1 and 2 scores for individual samples. **(D, E)** Bar plot of the top ten variables contributing to each PC. The top five contributing genes on each PC are highlighted in red.

The significant correlations were shaded in red (positive) or blue (negative) in **Figure 13**, using all gill scores. To summarize, the gill score was positively correlated with *chtop*, *bnip3l*, *serpind1b*, *f2*, and *pparg* (**Figure 13**). Both *chtop* and *ugt2c1* were significantly and positively correlated with *olfm4*, *bnip3l*, *serpind1b*, *f2*, *crp*, *hif1aa*, *cyp3a27*, *hsp70*, *pparg* and *pparb1a.* In addition, the transcript levels of *chtop* were significantly positively correlated with *bnip3l*, *serpind1b*, *lect2, pparg*, and *cyp3a27*. The levels of *ugt2c1* and *igkv3* were negatively correlated with *ddit4*. Both *bnip3l* and *serpind1b* were positively correlated with *hpx, f2, crp, lect2, hif1aa, cyp3a27, hsp70, gpx3, pparg* and *pparb1a*. In addition, the transcript levels of *bnip3l* were positively correlated with *serpind1b*. Also, *hpx* was positively correlated with *f2*, *lect2*, *hif1aa*, *cyp3a27*, *hsp70*, *gpx3*, *pparg*, and *pparb1a*. The transcript levels of *cyp3a27*, *hsp70*, *gpx3*, *pparg*, and *pparb1a* were significantly and positively correlated.

**Figure 13:**
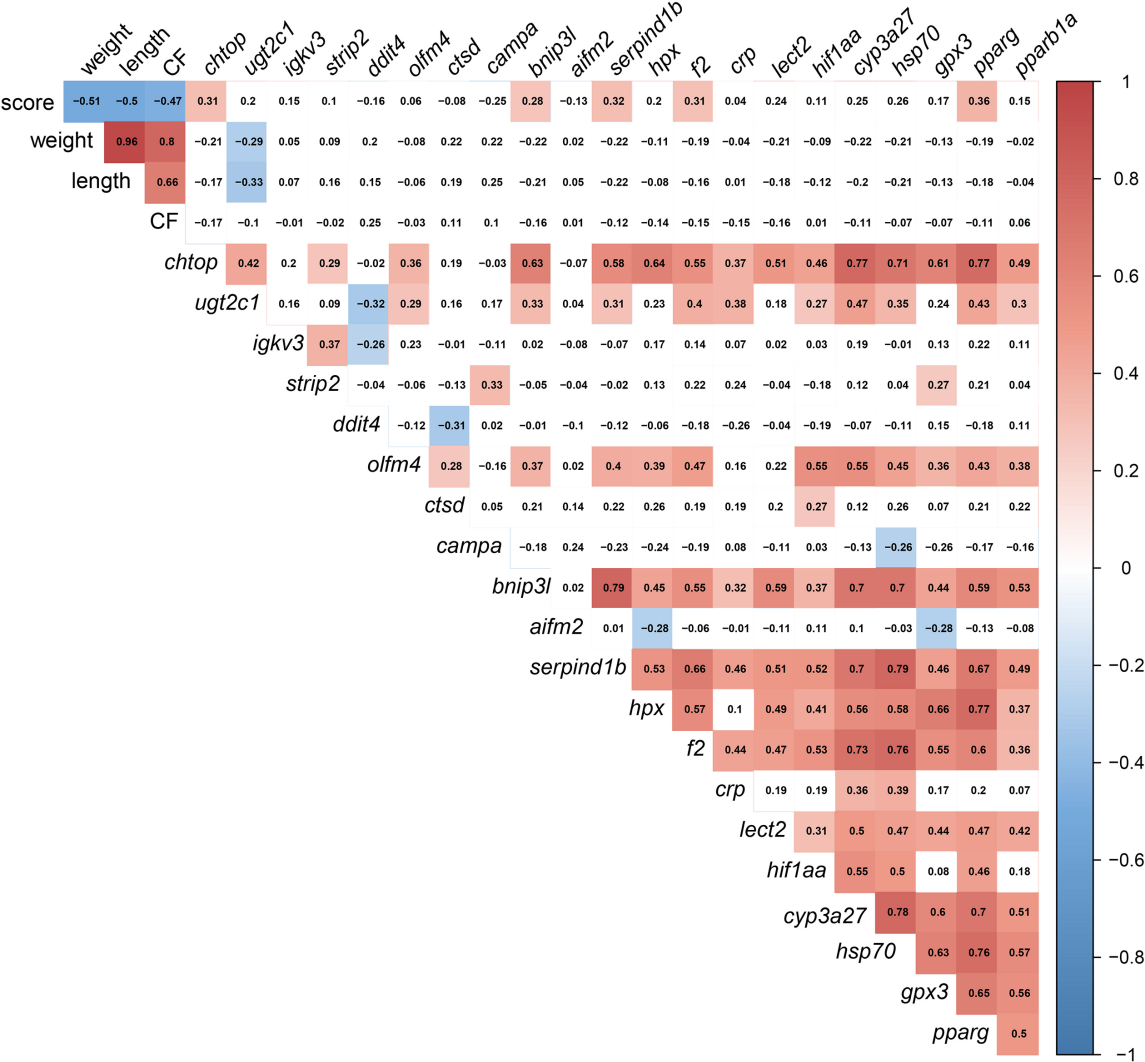
Correlation matrix using gill damage scoring, weight, length, condition factor (CF), and liver transcript expression data (RQ values). The significant correlations (p <0.05) were shaded in red (positive) or blue (negative), using all gill scores (i.e., GS0-GS3).

## 4 Discussion

Compromised gill health [i.e., with regard to multifactorial stressors affecting gill tissue integrity (physical integrity assessed by visual inspection)] presents a significant challenge in the teleost fish aquaculture industry as it can lead to production losses and compromised fish welfare (10, 52, 53). This is supported in the current study, in which we demonstrated a negative correlation between level of gill damage and fish growth parameters (i.e., **Figure 13**). Of the causes of gill damage, HABs (e.g., blooms of *H. akashiwo*) are considered some of the main non-infectious threats to gill health (54). The transcriptomic response of damaged Atlantic salmon gill tissues impacted by multiple environmental stressors (e.g., HABs, elevated temperature) has not been well investigated. Moreover, Atlantic salmon in open-ocean aquaculture pens are exposed to highly variable and complex environments (15, 55). Research in gill transcriptome correlates of environmentally associated tissue damage may help identify relevant pathways and biomarker genes associated with multifactorial gill pathologies. The present study found many wound healing and immune/stress-related genes differentially expressed in moderately damaged gills (i.e., GS2; compared to healthy appearing gill, i.e., GS0) of Atlantic salmon grown in open-ocean pens.

Our qPCR analyses confirmed the microarray results as both datasets showed significant positive correlation using linear regression analysis (p-value<0.001; qPCR log_2_FC *vs*. RP log_2_FC; **Figure 7V**). However, for some of the microarray-identified genes [e.g., *calsequestrin 2* (*casq2*)], the qPCR analyses did not find a statistically significant response to moderate gill damage (i.e., GS2 *vs*. GS0; t-test). This lack of significance was likely caused by the addition of more biological replicates for GS2 and GS0 groups in the qPCR analysis (i.e., 14 GS0 and 10 GS2 in the qPCR study *vs*. 5 GS0 and 5 GS2 in the microarray study). Furthermore, the RP method is less sensitive to high biological variability than other statistical methods to detect differentially expressed probes within a microarray dataset (e.g., SAM) (30, 36, 38, 56). 

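The probe of *casq2* was measured on 4 GS0 and 5 GS2 arrays. Its log2 ratio was -0.87 ± 0.78 in GS0 (SD, n = 4) and 0.29 ± 1.03 in GS2 (SD, n = 5), a log2FC of 1.16 (SE 0.52). Its PFP was 0.0706, above the limit of 5%, and under the alternatives tried it fell below the limit only without GS2 fish 1-1 (0.049). GS0 fish 2-4, at 0.28, was more than 1 log2 unit above the other GS0 fish, which lay between -1.41 and -1.14. The difference was -0.31 on slide 1 and 0.71 on slide 2. On slide 3, where 1 of the GS0 values was missing, no difference was computed.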

Interestingly, some of the genes found to be non-significantly altered in the qPCR analysis showed significant correlation with gill damage scores [e.g., *C-X-C chemokine receptor type 5* (*cxcr5*)] or contributed notably to gill group segregation in the PCA [e.g., *troponin T, cardiac muscle isoform-like* (*tnnt2*)].

### 4.1 Gill Remodeling and Wound Healing

More than 70% of the enriched GO terms were classified into the gill remodeling and wound healing theme (**Supplementary Table 2**), representing genes with functional annotations relevant to wound contraction, glycolysis, and extracellular matrix remodeling. In the next sections, the results related to these gill damage associated biological processes are discussed.

#### 4.1.1 Wound Contraction and Remodeling

A high proportion of enriched GO terms identified as responsive to moderate gill damage were related to tissue remodeling and wound healing (**Figure 5**). The GO terms “actomyosin” and “muscle filament sliding” were two of the most significantly enriched GO terms. Actomyosin is the actin-myosin complex forming the filaments responsible for muscle contraction. The contraction of the supracellular actomyosin ring around the wound is crucial for its closure, which allows the tissue to regain its structure and function (57–59). The “actomyosin” GO term was represented by gill damage-induced transcripts such as *actin*, *alpha skeletal muscle 2-like* (*acta2*), *actin, alpha cardiac-like* (*actc1*), *myosin heavy chain, fast skeletal muscle-like* (*myh*), and *tropomyosin beta chain* (*tpm2*). 

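On the arrays, *acta2* had a log2FC of 2.07 (SE 1.09, PFP 0.000816), *actc1* of 1.42 (SE 0.82, PFP 0.0199), *myh* of 2.70 (SE 1.03, PFP 0.000337) and the *tpm* probe of Table 2, which Supplementary Table 1 names *tpm2*, of 2.14 (SE 1.11, PFP 0.00118). The log2 ratio of *acta2* was -2.49 ± 1.65 in GS0 and -0.42 ± 2.38 in GS2 (SD, n = 5 each). In *myh* it was -3.60 ± 0.67 and -0.89 ± 2.68. The exact permutation p, two-sided, was 0.143 for *acta2*, 0.206 for *actc1*, 0.0556 for *myh* and 0.151 for *tpm*. A single fish moved each of these values. Without GS2 fish 2-12 the log2FC was 1.35, 0.88, 1.71 and 1.38 in the same order. The sign also depended on the slide, with differences of -1.53, -1.50 and -1.91 on slide 1 for *acta2*, *actc1* and *tpm* and of 4.02, 3.18 and 4.77 on slide 3. The difference of *myh* was positive on every slide, at 0.62, 0.56 and 5.13.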

Although these transcripts were not statistically significant in the qPCR confirmation experiment (**Figures 7C–F**), they agreed in the direction of change (i.e., upregulation in GS2 compared with GS0, **Table 2**) and showed similar expression profiles (i.e., highest in GS2, lowest in GS1 and GS3, and intermediate in GS0). Similarly, another *myosin* (i.e., *myosin heavy chain 7*) was previously found to be upregulated in Atlantic salmon gills with moderate histopathology (8). Other actomyosin-related transcripts (e.g., *actin alpha skeletal muscle, tropomyosin alpha 3 chain-3*) were upregulated in Atlantic salmon skin at 22 and 33 days post sea lice (*Lepeophtheirus salmonis*) infestation (dpi) (60). In the same study, *myh* was lice-induced at 22 dpi but downregulated at 33 dpi. Differences between the current study and what was observed in (60), might be attributed to salmon’s skin gene expression response to *L. salmonis*, as it is was previously described as changing drastically during the parasite’s development (61); therefore, discrepancies with the present study can be expected. Overall, these previous investigations and the current study agree that actomyosin-associated genes are induced in Atlantic salmon’s mucosal tissues (i.e., gill and skin) in response to damage.

In addition to *actin*, *myos*in, and *tropomyosin*, other genes encoding proteins associated with the “muscle filament sliding” GO term were microarray-identified as differentially expressed in the current study. 

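The probe of *des* had a log2FC of 1.47 (SE 0.89, PFP 0.0217) and was well above background on 2 of the 5 GS0 arrays. Its log2 ratio was -1.74 ± 1.32 in GS0 and -0.27 ± 1.96 in GS2 (SD, n = 5 each). For *neb* the log2FC was 1.56 (SE 0.80, PFP 0.0168), with -1.57 ± 1.01 and -0.01 ± 1.88. The myoglobin gene *mb* had a log2FC of 1.65 (SE 0.84, PFP 0.0142). Leaving out GS2 fish 2-12 brought these to 0.75, 0.85 and 1.12. On slide 1 the differences were -1.41, -0.75 and -0.38, and on slide 3 they were 3.40, 3.25 and 2.92.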

The mRNA levels of *desmin-like* (*des*), *nebulin* (*neb*), and *kelch-like protein 41b* (*klhl41b*) were significantly higher in GS2 than all the other gill scores (**Figure 7**), and constituted some of the top contributing biomarkers in separating GS2 fish from the rest on PC1 (**Figure 9D**). DES is a key protein of the intermediate filaments (IF) [a component of the cytoskeleton (62)] in skeletal, cardiac, and smooth muscle cells (63). Genes encoding IF proteins have been reported in mammals to be upregulated during the remodeling phase of wound healing (reviewed in (62)). DES binds to the sarcomere through its high affinity to NEB (64). NEB stabilizes muscle thin filaments structure (65), which is necessary for normal contraction. As well, it has been proposed that Kelch proteins like KLHL41 have a role in cytoskeletal organization, cell motility, and modulating cellular architecture (66, 67). The knockdown of *klhl41* in zebrafish resulted in skeletal muscle myopathy and reduced motor function (reviewed in (68)). Furthermore, the inhibition of KLHL41 in mice caused a fatal muscle sarcomere disarray and failure in NEB stabilization (69), which underlines its physiological importance. Here, *des*, *neb*, and *klhl41b* were positively correlated with one another and gill scores (**Figure 10**, which includes GS0, GS1, and GS2), suggesting that they might be co-regulated in response to moderate gill damage in Atlantic salmon.

The GO term “sarcoplasmic reticulum membrane” was a leading term within the wound healing and gill remodeling theme (**Figure 5**). In the current study, probes representing *casq2* and *klhl41b* contributed to this GO term enrichment. 

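The probe of *klhl41b* had a log2 ratio of -1.06 ± 1.16 in GS0 and 0.13 ± 1.39 in GS2 (SD, n = 5 each), a log2FC of 1.20 (SE 0.68, PFP 0.0415). GS0 fish 2-4 had a value of 1.01, higher than every GS2 fish except 2-12 (2.15). The log2FC of *klhl41b* was 0.69 without GS2 fish 2-12 and 1.71 without GS0 fish 2-4.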

Despite the lack of statistical significance (p-value= 0.13; **Figure 7J**), qPCR results for *casq2* agreed with the microarray results in direction (GS2 fold-change > GS0 fold-change; **Table 2**). As mentioned above, *klhl41b* was significantly upregulated in GS2 compared with the other groups (**Figure 7K**). The sarcoplasmic reticulum (SR) is a membrane-bound structure within the muscle cell, with the primary function of storing calcium (70). CASQ2 acts as a buffer for calcium storage in the SR (70). Recently, fish sarcoplasmic proteins have attracted research interest as they are considered relevant proteins to wound healing (71). Further research is needed to understand the putative role of *casq2* in Atlantic salmon healing processes and evaluate its potential as Atlantic salmon gill healing biomarker gene.

*Myomesin 1* (*myom1*), contributed to the enrichment of many GO terms (i.e., 46 GO terms, e.g., “sarcomere” GO term; **Supplementary Table 2**). 

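In *myom1* the log2 ratio was -1.16 ± 1.14 in GS0 and 0.34 ± 1.02 in GS2 (SD, n = 5 each). The log2FC was 1.51 (SE 0.58, PFP 0.0129), and all 5 GS2 fish were above the GS0 mean (two-sided exact permutation p = 0.0635). It was 1.13 without GS2 fish 2-12 and 2.00 without GS0 fish 2-4. The difference was -0.42 on slide 1, 0.59 on slide 2 and 2.79 on slide 3. GS0 fish 2-4, at 0.80, was higher than 3 of the GS2 fish.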

The qPCR results showed that the levels of *myom1* were significantly higher in GS2 compared with GS1 and GS3 (one-way ANOVA; **Figure 7U**). A trend of upregulation was observed comparing GS2 with GS0 (t-test; p-value= 0.08). Also, the PCA showed that *myom1* was one of the top contributing biomarkers to separate GS2 from all other gill scores individuals on PC1 (**Figure 9D**). MYOM is one of the required proteins incorporated in the assembly of the sarcomere, suggesting that the activation of this gene is involved in rebuilding and repairing the sarcomere after damage (72). Also, *myom1* expression levels have previously been proposed to detect muscle damage in zebrafish (*Danio rerio*) (72). Altogether, several transcripts encoding muscle structure and function-related proteins were differentially expressed, supporting the hypothesis that wound contraction is part of the proposed mechanism of healing in moderately damaged gill.

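The log2 ratio of *tnnt2* was -2.90 ± 1.90 in GS0 and -0.51 ± 2.67 in GS2 (SD, n = 5 each), a log2FC of 2.40 (SE 1.23, PFP 0.000339, two-sided exact permutation p = 0.119). GS2 fish 1-1 (-4.23) was as low as the lowest GS0 fish (-4.22), and GS0 fish 2-4 (0.41) was higher than GS2 fish 1-13 (-2.22). The difference was -2.04 on slide 1, 1.76 on slide 2 and 4.96 on slide 3. The log2FC of *tnnt2* was 1.67 without GS2 fish 2-12 and 3.33 without GS2 fish 1-1.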

*Myh*, *tropomyosin beta chain* (*tpm2*), and *tnnt2* contributed to the enrichment of the GO term “regulation of ATPase activity” (**Supplementary Table 2**). The transcript levels of *tnnt2* showed a trend of upregulation in GS2 compared with GS0 individuals (p=0.07). Also, *tnnt2* was one of the top contributing biomarkers to separate GS2 individuals from all other gill scores on PC1 (**Figure 9D**). Atlantic halibut (*Hippoglossus hippoglossus*) *tnnt2* transcription regulation was suggested to be involved in calcium-driven muscle contraction during metamorphosis in this flatfish (73). Several *troponins* (e.g., *troponin T, cardiac muscle* and *troponin T, fast skeletal muscle*) were found downregulated with sea lice infestation in the skin of Atlantic salmon (74). Also, in human skin subjected to 10% lactic acid stinging test, Tropomyosin 1 (alpha) was found downregulated (75). The differences between the current study and the results reported in the skin of lice-infected Atlantic salmon (74), and in human skin (75), might be due to the nature of the examined tissues as well as the specific causes of the damage. Interestingly, *TNNT2* mRNA levels were suggested as a possible marker for wound age estimation in rats (76). However, whether the observed muscle-associated transcript expression is related to wound age would require further research (e.g., tank-based controlled trial) with gill tissues samples for analyses (e.g., histopathology; gene expression) at various time points.

#### 4.1.2 Metabolism During Wound Healing

Wound closure (e.g., through actomyosin contraction) was concurrent with elevated glycolysis during zebrafish larval wound healing and tail regeneration (77). In the current study, glucose-metabolism related genes, *phosphoglycerate mutase 2* (*pgam2*) and *aldolase a, fructose-bisphosphate 1* (*aldoa*), were microarray-detected as responsive to moderate gill damage. 

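For *pgam2* the log2FC was 1.40 (SE 0.95, PFP 0.0381) and for *aldoa* 1.46 (SE 0.91, PFP 0.0346). The spread between GS2 fish was larger than these differences, with a log2 ratio of -0.86 ± 2.39 for *pgam2* and -0.92 ± 2.28 for *aldoa* (SD, n = 5), against -2.26 ± 0.88 and -2.38 ± 0.86 in GS0. GS2 fish 2-12 had the highest values, 2.88 and 2.59, and without it the log2FC fell to 0.47 and 0.58. In 3 of the 5 GS2 fish the values exceeded the GS0 mean. The two-sided exact permutation p was 0.325 for *pgam2* and 0.27 for *aldoa*.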

Only *pgam2* was qPCR confirmed; the transcript levels of *pgam2* were significantly higher in GS2 when compared with GS1 (one-way ANOVA, **Figure 7T**), and a trend of upregulation was observed when comparing GS2 to GS0 (t-test, p-value= 0.067). Also, the PCA showed that *pgam2* was the top contributing biomarker on separating GS2 individuals from all other gill scores on PC1 (**Figure 9D**). In pufferfish (*Takifugu fasciatus*) and in hybrid yellow catfish “Huangyou-1”, higher mRNA levels of *pgam2* and other glycolysis-related biomarkers were observed responding to hypoxia in the liver and brain tissues (78, 79), posing a question to whether the gill *pgam2* upregulation found in the present study points to impaired tissue oxygenation due to injury. Conversely, *pgam2* was downregulated in the skin of Atlantic salmon infected with sea lice (80). Again, the disagreement between the current study and the skin response to sea lice observed in (80) might be attributed to the host response to sea lice infestation, type of tissue (i.e., skin *vs*. gill) and/or age of wound. A member of the same family, *pgam5*, was found to encode a protein related to oxeiptosis, an anti-inflammatory-regulated cell death response to reactive oxygen species (ROS) (81). It should be noted that ROS, phycotoxins, and fatty acids might play an important role in ichthyotoxicity of *Chattonella marina*, a marine raphidophyte associated with red tides (82). To summarize, the present findings may suggest changes in glucose metabolism in the gill tissues as a result of damage.

#### 4.1.3 Extracellular Matrix Remodeling

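The probe of elastin, *eln*, had a log2 ratio of -1.46 ± 1.12 in GS0 and 0.49 ± 1.50 in GS2 (SD, n = 5 each), a log2FC of 1.95 (SE 0.70, PFP 0.000948, two-sided exact permutation p = 0.0556). GS2 fish 1-1, at -2.07, lay among the GS0 fish, and the other GS2 fish were between 0.84 and 1.88. Without it the log2FC was 2.59. The difference was -0.95 on slide 1, 3.11 on slide 2 and 2.96 on slide 3.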

In the current study, *elastin* (*eln*) was microarray-detected (**Supplementary Table 1**) and showed higher mRNA levels in GS2 compared with GS1 and GS3 according to the qPCR results (**Figure 7I**). Also, *eln* was associated with several enriched GO terms related to muscle development (e.g., muscle tissue development, striated muscle tissue development; **Supplementary Table 2**). Both collagen and elastin fibers (e.g., ELN) are important components in the extracellular matrix (ECM) and essential for skin integrity in mammals (83). ELN mitigates wound contraction and enables dermal regeneration (84). *Eln* was found upregulated in the damaged skin of Atlantic salmon infested with sea lice 33 dpi (60); alongside the current results, this collectively suggests that *eln* may respond to tissue damage irrespective of its cause.

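In *abi3bp* the log2 ratio was -1.52 ± 0.95 in GS0 and 0.59 ± 0.76 in GS2 (SD, n = 5 each), a log2FC of 2.11 (SE 0.46, PFP 0.000356). All 5 GS2 fish were above the GS0 mean, and the difference exceeded the spread of either gill score (two-sided exact permutation p = 0.0159). The probe was chosen by the study on these fish, and its limma adjusted p over all probes was 0.996. With single fish left out the log2FC stayed between 1.92 and 2.50. It was 0.19 on slide 1, 2.74 on slide 2 and 2.84 on slide 3.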

A transcript related to cell movement and ECM binding, *abi family, member 3 [nesh] binding protein* (*abi3bp*), was microarray-identified and qPCR-validated as upregulated in GS2 compared with all other gill scores (**Figure 7R**). ABI3BP is an ArgBP/E3B1/Avi2/NESH family protein involved in inhibiting cell movement and metastasis (85, 86). It promotes cellular senescence and cell-ECM binding interactions (87). ABI3BP downregulation by miR-183 suppressed proliferation, activity, and migration of human esophageal cancer cells (88). Research is required to investigate ABI3BP's potential function during tissue healing processes in fish.

Although *matrix metalloproteinases* (*mmps*) were not identified by the microarray (GS2 *vs*. GS0), we included *matrix metalloproteinase-19* (*mmp19*) and *matrix metalloproteinase-13 b* (*mmp13b*) during the preliminary qPCR (**Figures 7A, B**) because they were previously found differentially expressed with damage (8, 29). The levels of *mmp19* showed a trend (t-test; p-value=0.07) of downregulation in GS2 *vs*. GS0, whereas *mmp13b* showed no significant response or trend. MMPs play a key role in skin wound healing; however, prolonged dysregulation (although we do not have evidence that this is the case in the current study) of *mmps* might lead to hindered wound healing and persistent inflammation (89). In Atlantic salmon, while sea lice infection caused *mmp19* downregulation in the fin (29), moderate gill histopathology showed induced expression of *mmp13* (8). The mammalian literature regards MMP19 as an ECM-degrading enzyme involved in wound-healing (90); however, MMP19 might be involved in immune-related function (91). In mice, MMP19 showed involvement in epithelial cell migration (92) and cutaneous T-cell development (91). Furthermore, in the current study *mmp19* was positively correlated with four stress and immune relevant genes (i.e., *hsp70*, *gpx2*, *hif1aa*, and *il1b*) and negatively correlated with one potential remodeling related gene (i.e., *klhl41b*) (**Figure 10**). This might indicate its involvement in both gill damage repair and immune and stress responses.

### 4.2 Immune and Stress Response Theme

The second theme identified in the current study is the immune and stress response. In this theme, the leading GO terms were “tertiary granule lumen”, “detection of chemical stimulus”, “cell-cell recognition”, “phagocytic vesicle membrane”, and “immunoglobulin complex, circulating” (**Figure 5**). It should be noted that wound healing (as a general term) is a complex biological process that does not separate between remodeling (or tissue restoration and wound closure) and the inflammatory/immune response. For example, tertiary granules are typically found in activated human neutrophils and contain cathepsins and metalloproteinases, which mediate their migration and their pro-inflammatory and antimicrobial activity (93, 94).

More than 25% of the enriched GO terms were classified in the immune and stress response theme (**Supplementary Table 2**), representing genes with functional annotations relevant to innate and adaptive immune responses, as well as stress responses. In the next sections, the results related to these gill damage associated biological processes are discussed.

#### 4.2.1 Stress-Relevant

In the current study, several probes representing members from the heat shock protein family (known as stress proteins and extrinsic chaperones, reviewed in (95)) were found to be upregulated (i.e., *hspb1* and *dnajb6* (alias *hsp40*)) in GS2 compared to GS0 (**Supplementary Table 1**). 

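The probe of *hspb1* had a log2FC of 1.66 (SE 0.62, PFP 0.0103), with a log2 ratio of -1.54 ± 0.65 in GS0 and 0.12 ± 1.52 in GS2 (SD, n = 5 each). Its difference was -0.01 on slide 1, 0.92 on slide 2 and 2.92 on slide 3. The values of the *dnajb6* probe did not overlap, at -0.59 ± 0.41 in GS0 and 0.41 ± 0.44 in GS2 (two-sided exact permutation p = 0.00794). Its log2FC of 1.00 (SE 0.25) had a PFP of 0.0516 and a limma adjusted p of 0.996. The PFP of *dnajb6* was below 0.05 in only 2 of 20 alternatives, at 0.0462 with spots absent if either channel was not significant and 0.041 with only spots well above background, and it was up to 0.453, with pen as a block.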

During the preliminary qPCR, we also targeted stress-relevant biomarkers *glutathione peroxidase 2-like* (*gpx2*) and *hypoxia-inducible factor 1 alpha* (*hif1aa*), and they were significantly downregulated in GS2 compared with GS0 (t-test; **Figures 8A, B**). Also, both *gpx2* and *hif1aa* were significantly negatively correlated with gill scores (**Figure 10**, not including GS3). The transcript levels of another stress-relevant biomarker, *heat shock protein* 70 (*hsp70*), were significantly lower in GS2 than in GS1 (**Figure 8C**; preliminary qPCR) and were significantly positively correlated with those of *gpx2* and *hif1aa* (**Figure 10**). Also, *gpx2* and *hsp70* were top contributors in significantly separating GS2 from GS0 on PC2 (**Figure 9E**). In mammals, vascular damage can create a hypoxic microenvironment at the injured tissue site, prompting the induction of HIF-1 (96). However, the observed *hif1a* downregulation in the current study seems not to support the tissue hypoxia hypothesis but rather may suggest HIF1A signaling pathway involvement in promoting tissue fibrosis (96, 97). Furthermore, the local stabilization of *HIF-1* promoted mammalian intestinal epithelial healing and controlled intestinal inflammation (98). Therefore, this might be part of a molecular mechanism to prevent excessive scarring, promoting healing and preserving gill function (97, 99).

The glutathione peroxidase family has a well-known antioxidant function through the reduction of hydrogen peroxide, which is involved in different signaling mechanisms (e.g., apoptosis, cell differentiation, and proliferation) (100). GPX2 knockout mice showed increased apoptosis at colonic crypt bases (101). Apoptosis promotes cell removal in wounded or infected tissue (102). Therefore, *gpx2* downregulation in the moderately damaged salmon gills may have been part of a molecular mechanism to promote apoptosis. Previously, Król et al. (8) reported *glutathione peroxidase 6-like* upregulation in Atlantic salmon gills with moderate histopathology. Altogether, the current study microarray results (i.e., upregulation of *hspb1* and *dnajb6*), and the preliminary qPCR results (i.e., dysregulation of *gpx2*, *hif1aa* and *hsp70*), together with Król et al. (8), might suggest that there may be different responses of stress-relevant biomarker genes between aquaculture sites/environments, i.e., dependent on multiple factors such as different stressors causing or predisposing damage, wound chronicity, and salmon epigenetics and population. However, all the mentioned results did not explore the progression of the healing process (i.e., represent snapshots of an overall process).

The GO term “detection of chemical stimulus” was enriched in our list of moderate gill damage-responsive genes (**Figure 5**), among which we found *UDP-glucuronosyltransferase 2C1* (*ugt2c1*). The transcript levels of *ugt2c1* showed a trend of upregulation in GS2 compared with GS0 (p-value=0.076). In mammals, glucuronidation reactions catalyzed by UGT are important to detoxify lipophilic compounds in the liver (103). The recorded HAB data prior to the gill sampling showed the salmon in the present study were exposed to high cell concentrations of ichtyotoxic microalgae like *Heterosigma akashiwo* and *Chrysochromulina* sp (104, 105) (**Figure 2D**). Even during non-toxic HAB events, lysed algal cells can release metabolites (e.g., free fatty acids and free radicals), causing gill damage in open-ocean aquaculture fish (106). Also, needle-shaped diatoms can physically damage and clog fish gills (17), which might facilitate toxin entry. The significant upregulation in the microarray and the qPCR trend of *ugt2c1* upregulation in GS2 *vs*. GS0 led us to consider that algal toxins could be one of the contributing factors to the observed gill damage.

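On the arrays the probe of *ugt2c1* was lower in GS2 than in GS0. Its log2 ratio was 0.63 ± 0.46 in GS0 and -0.78 ± 1.48 in GS2 (SD, n = 5 each), a log2FC of -1.41 (SE 0.59, PFP 0.0456, two-sided exact permutation p = 0.0159). GS2 fish 1-13, at -3.42, lay far below the other GS2 fish, which were between -0.24 and 0.05, and without it the log2FC was -0.74. The probe was well above background on 4 of the 5 GS2 arrays. Over all probes the limma adjusted p of *ugt2c1*, which the study chose on these fish, was 0.996. The difference was lower in GS2 on each slide, at -1.10, -4.33 and -0.28 for slides 1 to 3.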

Microarray and qPCR analyses found *snaclec 1-like* (snake C-type lectins-like, named based on the proposed nomenclature in (107)) to be significantly downregulated in GS2 compared with GS0 (**Supplementary Table 1**, **Figure 8L**). Also, it was found to be negatively correlated with gill score (**Figure 10**). 

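Supplementary Table 1 lists 3 probes of *snaclec 1-like*. The probe of Table 2, C010R062, was measured on 4 GS0 and 4 GS2 arrays and had a log2 ratio of 0.79 ± 0.63 in GS0 and -0.97 ± 0.88 in GS2 (SD), a log2FC of -1.76 (SE 0.45, PFP 0.0126, two-sided exact permutation p = 0.0571). The other probes, each with 4 GS0 and 5 GS2 values, had a log2FC of -1.75 (SE 0.48, PFP 0.00858) and -1.98 (SE 0.49, PFP 0.00308). With single fish left out the log2FC of the 3 probes stayed between -2.31 and -1.43. On slide 2 the differences were -1.63, -1.17 and -1.54, and on slide 3 they were -1.99, -1.70 and -1.88. On slide 1 the only GS0 value was missing.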

*Snaclec*, together with other genes encoding toxins, were identified during the genome assembly of the Chinese yellow catfish (*Pelteobagrus fulvidraco*) (108). Genes encoding toxins (e.g., *Snaclec*) in animals undergo more accelerated evolution than non-toxin related genes (109). However, the functional characterization of those genes in teleosts has not been well studied (108). SNACLECs produced by snakes can affect hemostasis and thrombosis, and may alter the normal function of endothelial and smooth muscle cells, keratinocytes, and inflammatory processes by promoting the overproduction of pro-inflammatory cytokines (110, 111). Considering the bioactivity of such proteins in snakes, the molecular function of fish produced SNACLECs and involvement in gill damage warrants future research.

In the current study, *DNA damage-inducible transcript 4* (*ddit4*) was significantly induced only in severely damaged gills (i.e., GS3 *vs*. the rest) (**Figure 8Q**). Mammalian *Ddit4* has been identified as a responsive gene to UV-induced DNA damage (112, 113), as well as oxidative stress, hypoxia, and endoplasmic reticulum stress (114–116). Furthermore, it has been suggested that DDIT4 might induce autophagy and apoptosis through the mTOR signaling pathway in cardiomyocytes (117). In red seabream, *Pagrus major*, DNA damage and oxidative stress were reported due to *Cochlodinium polykrikoides* dinoflagellate during a HAB (118). Also, *ddit4* was found upregulated in the muscle of red cusk-eel (*Genypterus chilensis*) in response to thermal stress (119). Taken together, the upregulation of *ddit4* in GS3 gills aligns well with our environmental observation suggesting the salmon were exposed to a series of HAB episodes (**Figure 2**; **Supplementary Table 3**). Also, its involvement in apoptosis and/or autophagy suggests those pathways may be part of the gill response to severe damage, which further justifies our concern of including GS3 individuals in the microarray study.

#### 4.2.2 Immune Response

The transcript levels of *interleukin 1 beta* (*il1b*) were significantly upregulated in GS3 when compared with GS2. Also, *il1b* showed a trend towards downregulation in GS2 compared with GS0 (t-test; p-value= 0.087). IL1B is a well-known cytokine secreted by activated phagocytes (e.g., macrophages) to trigger an inflammatory response in the surrounding tissue in response to injury or infection (120–122). Also, *il1b* was found upregulated, in the fins of Atlantic salmon infested with sea lice (29). The observed difference in direction of *il1b* transcript expression response between GS2 *vs*. GS0 and GS3 *vs*. GS0 might indicate the gill’s inflammatory response is regulated based on the degree of the damage.

According to our qPCR results, the mRNA levels of the microarray-identified *cxcr5* did not differ significantly among gill score groups. Nevertheless, *cxcr5* expression levels were positively correlated with gill damage (**Figure 10**), as it showed a trend of upregulation in GS2 compared with GS0 (p-value= 0.068). Moreover, *cxcr5* was one of the top contributors that significantly separated GS2 from GS0 on PC2 (**Figure 9E**). 

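The log2 ratio of *cxcr5* on the arrays was -1.36 ± 0.22 in GS0 and -0.07 ± 1.51 in GS2 (SD, n = 5 each), a log2FC of 1.30 (SE 0.58, PFP 0.0471, two-sided exact permutation p = 0.0317). GS2 fish 1-1 had a value of 2.47 and the other GS2 fish lay between -1.46 and -0.19. Without GS2 fish 1-1 the log2FC was 0.67. With all fish the limma adjusted p of this probe, chosen by the study on the same arrays, was 0.996. The difference was 2.54 on slide 1, -0.04 on slide 2 and 0.74 on slide 3.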

Chemokines play a crucial role in various stages of the healing and immune processes (123, 124). Chemokine signaling pathways are proposed as a therapeutic target to decrease wound fibrosis, chronic wound development, and pathological scarring (125). Also, CXCR5 and its ligand CXCL13 act on the recruitment of B and T lymphocytes trafficking to and within secondary lymphoid tissue (126). *Cxcr5* was previously characterized and found expressed in the gill tissue of grass carp (*Ctenopharyngodon idella*) (127). The observed correlation of gill damage (i.e., GS0- GS2) might suggest the involvement of CXCR5 in the protection against pathogens in slightly-to-moderately damaged gill.

The microarray experiment found 39 enriched GO terms related to immunoglobulin-mediated processes (**Supplementary Table 2**) and 126 probes representing immunoglobulins were upregulated in GS2 compared with GS0 (**Supplementary Table 1**). 

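By the words of its descriptions and symbols, the copy of Supplementary Table 1 holds 127 immunoglobulin probes with 16 symbols. The table lists only probes that the study called on these arrays, so their direction was fixed by that selection. All 127 were higher in GS2, and 91 were called upregulated here at a PFP of 5%. Their median log2FC was 1.29, with a range from 0.85 to 2.40, and limma called 0 of them, with a smallest adjusted p of 0.996. Their deviations from the group means had a median pairwise correlation of 0.887, so the probes are not independent measurements. A probe that the table gives the symbol *actc1* but describes as immunoglobulin, C208R118 (log2FC 1.28), was left out of this set and of the muscle set, a choice made after the table was seen.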

For qPCR confirmation, a transcript representing *ig kappa chain V-III region mopc 63*, *igkv3* [best hit of GenBank accession number was 96.61% identical to “BT046734.1”] was targeted. The transcript levels of *igkv3* were higher in GS2 compared with GS0 (**Figure 8N**; t-test). Also, *igkv3* was one of the top contributors separating GS2 from GS0 on PC2 (**Figure 9E**). Immunoglobulins (IGs) are essential for adaptive mucosal immunity as reviewed in (128). Microbe detection in the fish gill mucosa induces B cells’ immunoglobulin production in GIALTs (129–131). Also, IG (i.e., IgT as the predominant IG induced in the gill mucosa) response in the gill tissue to parasitic (i.e., *Ichthyophthirius multifiliis*) and bacterial (i.e., *Flavobacterium columnare*) infection were previously reported in rainbow trout (*Oncorhynchus mykiss*) (132). Immunoglobulins are known to neutralize pathogens and promote their elimination in the mucosa (133). Damaged gills (e.g., due to HAB) can act as a port of entry for pathogens, which might induce IGs production to neutralize the pathogens before they establish infection. Additionally, the GIALT role in producing algal toxin-neutralizing antibodies has not been well studied (134).

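The probe reported for *cd209c* has the symbol *clec4l* in Supplementary Table 1. Its log2 ratio was -1.14 ± 0.61 in GS0 and 0.00 ± 0.66 in GS2 (SD, n = 5 each), a log2FC of 1.14 (SE 0.35, PFP 0.0405). That of *mxra5* was -0.61 ± 0.38 in GS0 and 0.64 ± 0.74 in GS2, a log2FC of 1.25 (SE 0.33, PFP 0.017). In both, all 5 GS2 fish were above the GS0 mean and the difference exceeded the spread of either gill score (two-sided exact permutation p = 0.0159 for each). The study chose both probes on these fish, so this p is not independent evidence, and the limma adjusted p was 0.996 for each. The difference kept its sign on every slide, with 2.25, 0.66 and 0.79 for *cd209c* and 0.24, 1.52 and 1.68 for *mxra5*.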

Two microarray probes representing *cd209 antigen-like protein c* (*cd209*c) and *matrix-remodeling-associated protein 5-like* (*mxra5*) were upregulated in GS2 compared with GS0. CD209 is a Ca^2+^-independent C-type lectin-like receptor that recognizes a wide range of pathogens (e.g., viruses, bacteria, and parasites) and participates in activating T and B lymphocytes (135). CD209 has been reported as a marker for anti-inflammatory M2 macrophages, in large yellow croaker (136). MXRA5 has anti-inflammatory and anti-fibrotic properties in mammals (137). The observed consistent upregulation of anti-inflammatory biomarkers in moderately damaged gills may suggest the activation of mechanisms aiming to mitigate inflammation.

### 4.3 Liver qPCR

In order to study the systemic response associated with different gill damage scores, we targeted the liver. The liver was an appropriate organ for this study as it is considered as a key systemic regulator for relevant processes [e.g., APR (including blood coagulation, inflammation-associated), apoptosis, and immune response; **Figure 11**]. In salmonids, liver physiology has been found to respond to infections by skin ectoparasites (60), pathogenic bacteria (138) and viruses (139), as well as exposure to toxicants (e.g., hydrogen peroxide (140), chromium (141)), high temperatures, and hypoxia (142). Therefore, we aimed to investigate the liver response associated with gill damage by qPCR-analyzing the expression levels of a selection of biomarker genes putatively involved in wound healing, apoptosis, APR, immunity, and stress response. The selection of these genes of interest was guided by the gill microarray DEP and well-known biomarkers related to the aforementioned biological processes.

#### 4.3.1 Acute Phase Response (Including Blood Coagulation and Inflammation-Associated) and Apoptosis

Several biomarkers with putative roles in the APR (143–145) were targeted in the liver, classified to “blood coagulation”, and “inflammation-associated” in **Figure 11**. Some of those biomarkers showed significant positive correlation to damage (i.e., score; **Figure 13**; including all gill scores GS0-GS3) and to each other [i.e., *heparin cofactor 2 B* (*serpind1b*) and *prothrombin* (*f2*; alias: *coagulation factor II*)]. Also, *hemopexin-like* (*hpx)* was significantly positively correlated with *f2* and *leukocyte cell derived chemotaxin 2* (*lect2*). This indicates the relevance of the hepatic APR to gill damage.

Genes encoding proteins involved in the coagulation cascade were found differentially expressed in the liver tissue of salmon of different gill scores. Two genes related to blood clotting, *serpind1b* and *f2*, presented higher mRNA levels in GS2 than GS0 (**Figures 11F, G**). Also, the PCA showed that *serpind1b* was one of the top contributors separating GS2 from GS0 in PC1 (**Figure 12D**). While coagulation was initially considered to be a transient and acute response (as part of the APR (144, 146)) during tissue injury (143), the coagulation cascade is also involved in subsequent wound healing stages (e.g., inflammatory and fibro-proliferative responses) (147). Members of the serpin family are known for their ability to inhibit serine proteases involved in regulating different biological processes such as hemostasis and inflammatory responses (148). Also, plasma SERPIND1 is considered to be part of the APR signaling pathway (144). Prothrombin can be cleaved to form the activated serine protease thrombin (149), which catalyzes fibrinogen conversion into fibrin once it reaches blood circulation, activates platelets, and increases endothelial permeability to stop blood loss at the site of injury (150). The consistent upregulation of these two coagulation-relevant biomarkers and their significant correlation with gill score suggest hepatic assistance in salmon gill repair. These results suggest potential applications of coagulant-enhancing therapeutics and feed additives (e.g., vitamin K) in the development of clinical diets designed to mitigate moderate gill damage.

The hepatic transcript levels of *bnip3l* (gene encoding the protein known as BCL2/adenovirus E1B 19 kDa protein-interacting protein 3) were upregulated in GS2 compared with GS0 (**Figure 11C**). BNIP3L is a member of the Bcl-2 family and one of the pro-apoptotic proteins that induce apoptosis, necrosis, or autophagy (151, 152). BCL2 family proteins are known to regulate both mitochondrial physiology and cell death in mammals (151). Apoptosis plays a major role in inducing a cascade of biochemical events that changes the cell morphology and leads to cell death (153). Fibroblast apoptosis was previously reported during wound healing (154). In mammals, autophagy is induced by BNIP3 through the Jun N-terminal kinases (JNK), mitogen-activated protein kinases (MAPK), and hypoxia-induced ROS-mediated p38 stimulation, which promotes the migration of epidermal keratinocytes during wound healing (155). Also, the APR was reported to induce apoptosis (156). This is supported with significant positive correlation of *bnip3l* with several APR biomarkers (e.g., *serpind1b*, *hpx*, *f2*, and *lect2*). The relevance of hepatic *bnip3l* upregulation to both apoptosis and/or autophagy pathway(s) with APR during gill damage in in teleosts requires further study. Nevertheless, mammalian and piscine *bnip3l* are known to be responsive to environmental stressors (e.g., hypoxia (157, 158)). Rainbow trout embryos showed increased mRNA levels of various *bnip3l* paralogues after being exposed to hypoxic stress for 24 h, an effect that seemed to persist throughout development [at least until fry stage (159)]. Interestingly, liver *bnip3l* was significantly positively correlated with several stress-relevant biomarkers (e.g., *hif1aa*, and *hsp70*), which might further draw attention to the possible systemic impacts associated with hypoxia as a resultant of gill damage. However, *hif1aa* (a well-known hypoxia biomarker) transcription did not respond to gill damage; further research is necessary to test these hypotheses.

#### 4.3.2 Hepatic Stress Response

The hepatic transcript levels of *cytochrome P450 3A27 B* (*cyp3a27*) were higher in GS2 than GS0 (**Figure 11R**). Also, the liver PCA showed that *cyp3a27* was one of the top contributors in separating GS2 individuals from GS0 on PC1 (**Figure 12D**). Cytochrome P450 (CYP) is a heme-containing enzyme superfamily that has a major role in metabolizing foreign compounds (e.g., pollutants and drugs) (160). Several *cytochrome p450s* (including *cyp3a27*) were found expressed in the liver tissue of rainbow trout (*O. mykiss*) (161). In rainbow trout, CYP3A27 was capable to metabolize steroid hormone (160). Furthermore, *cyp3a27*, together with other pregnane X receptor relevant genes, were upregulated in the liver of rainbow trout exposed to the insecticide chlorpyrifos (162). Moreover, CYP3A27 was increased in the liver of coho salmon (*Oncorhynchus kisutch*) with salinity acclimation (163). Changes in the expression of genes encoding enzymes related to metabolite clearance (e.g., *cyp3a27*) might modulate the liver’s ability to clear toxicants (164). In support of a hepatic toxin clearance activation hypothesis associated with gill damage (as a port of entry), monitoring the phytoplankton composition and abundance at the farm site prior to sampling revealed the blooms of *Heterosigma akashiwo* and *Chrysochromulina* sp., which are known for producing toxins (165). Several stress-relevant transcripts qPCR-analyzed in the present study (e.g., *cyp3a27*, *hif1aa*, and *hsp70*) were significantly positively correlated with one another, thus suggesting co-regulation and/or possible response to environmental changes. The question remains open for several hypotheses (e.g., whether these genes responded to toxins from phytoplanktonic algae; gill function impairment concurrent with possible tissue hypoxia).

#### 4.3.3 Hepatic Immune Response and Inflammation

The levels of *ddit4* and *cathelicidin A* (*campa*) were significantly lower in GS3 than GS0 (**Figures 11N, O**; t-test). As previously mentioned in section *Immune and Stress Response Theme*, DDIT4 may be involved in apoptosis induction (117) through its regulatory activity of mitochondrial function (166). Furthermore, DDIT4 acts as a negative regulator of mammalian rapamycin mTOR (114), which mediates in the mounting of the innate defense response (167). Cathelicidins are short cationic peptides that are known for their immunomodulatory functions (168). In teleost fish, cathelicidins may regulate transcripts with pro-inflammatory relevant function (e.g., some interleukins), however, this is species and cell type specific (169). Furthermore, they showed antibacterial and IL8 stimulating activity in salmonid species (170). Also, cathelicidins were reported as leukocyte chemoattractants in mice (171), and they might contribute to the inflammatory process through the activation of mast cells to release histamine (172). Cathelicidin-NV, a member of the cathelicidin family, showed a wound-healing promoting activity by directly enhancing keratinocyte proliferation to accelerate epithelization and fibroblast to myofibroblasts differentiation for wound contraction in mice (173). The observed downregulation of hepatic *ddit4* and *campa* in GS3 fish of the current study might suggest a possible immunomodulatory role of the liver tissue during the response to severe gill damage (i.e., GS3) (e.g., modulating inflammation at the damaged gill tissues). This is further supporting the previously proposed hypothesis with *pparg* upregulation. Taken together, the systemic (i.e., liver) response concomitant with gill damage warrants a high-throughput transcriptomic study to elucidate concurrent dysregulated pathways.

The transcription factor *peroxisome proliferator-activated receptor-gamma* (*pparg*) was found significantly upregulated in the liver of the moderately damaged (i.e., GS2) compared with GS0 (**Figure 11P**). Also, it was one of the main contributors in separating GS2 from GS0 on PC1 (**Figure 11D**), and it was positively correlated with gill damage scores (**Figure 13**). PPARG is a nuclear receptor that belongs to the nuclear hormone receptor family and is responsible for regulating the expression of genes involved in the homeostasis of glucose, lipid metabolism, and regulation of cell growth, inflammation, and connective tissue biology (159). Also, PPARG plays a key role in immune defense and anti-inflammatory mechanisms (174), as it is involved in the inhibition of NF-κB, AP1, and STAT transcription factors (175). In orange-spotted grouper (*Epinephelus coioides*), *pparg* was found upregulated with *Vibrio alginolyticus* challenge and the administration of PPARG antagonist (GW9662) upregulated the expression of pro-inflammatory cytokines (e.g., *il1b*, *il6*) (174). In Atlantic salmon a novel allele of *pparg* was associated with salmon resistance to *Aeromonas salmonicida* (176). The *pparg* upregulation in the current study might be part of a hepatic response to regulate systemic inflammation or maintain whole-body homeostasis in salmon with moderate gill damage. Due to known *pparg* functions, significant correlation with damage and several APR relevant genes (e.g., *serpind1b*, *f2, hpx*; **Figure 13**), and its hepatic induction in salmon with moderately damaged gills, this gene could be an important biomarker in future research aimed at developing gill healing-promoting therapeutics.

The liver qPCR results showed that the transcript levels of *chromatin target of PRMT1 protein-like* (*chtop*) were higher in GS2 than GS0 (**Figure 11A**). Also, the PCA showed that *chtop* was one of the top contributing biomarkers separating GS2 individuals from GS0 on PC1 (**Figure 12D**), and it was significantly correlated with gill damage score (i.e., including all gill scores; **Figure 13**). Interestingly, *chtop* was microarray identified as downregulated in the gill tissue, but it did not show significant difference in the gill qPCR confirmation (**Figure 7**). 

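The gill values of *chtop* formed separate levels. In 4 of the 5 GS0 fish they lay between 1.22 and 2.01, and in GS0 fish 2-24 and the GS2 fish between -3.21 and -2.40, with a gap of 3.61 on the log2 scale between the levels. Such probes, with a gap of at least 2 that takes more than 50% of their range, numbered 34 of the 37911 measured on every array. Rank Products called 16 of the 34 (47.1%), against 0.69% of all probes. The levels parted GS0 from GS2 completely in 0 of the 34.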

CHTOP is an intracellular protein that regulates the transcriptional activation of several oncogenic genes in mammals (177). CHTOP knockdown reduced the migration and the invasion of malignant ovarian cancer cell lines (177). The observed upregulation in GS2 in the current study might suggest the involvement of *chtop*’s encoded protein in the systemic response of the liver during gill damage, possibly influencing cellular migration as recorded in (177). Although cell recruitment at the wound site is an essential step during wound healing, there is a paucity of information on the liver’s involvement in cell recruitment at the wound site (e.g., gill) in teleosts.

## 5 Conclusion

The present study highlighted dysregulated pathways and biomarkers in moderately damaged gill tissues of Atlantic salmon farmed in open-ocean nets and exposed to environmental stress (possibly HABs, based on environmental data collected). Gill damage would likely impact its function, and consequently salmons’ welfare and growth performance. This study identified pathways that could be classified into two themes: 1) gill remodeling and wound healing, and 2) immune and stress response. The list of wound healing-related genes differentially expressed in the damaged gills was dominated with muscle structure and/or contraction relevant biomarkers, supporting the wound contraction hypothesis, and showed some overlap with previous findings in Atlantic salmon skin healing. Future comparative studies of wound healing across mucosal tissues could be valuable for fish aquaculture research and production. Immunoglobulin-mediated processes dominated the list of immune pathways responding to the gill damage. A limitation of the current study is that it did not screen for pathogens (e.g., infection or carrier state) at the time of tissue sampling for transcript expression analyses. We suggest that future transcript expression studies related to salmon gill health include pathogen screening, as the correlation of pathogen presence with gill damage and associated biomarker gene expression may be valuable in developing therapeutic strategies. Moderate gill damage also provoked the repression of well-known hypoxia (*hif1aa*) and oxidative stress (*gpx2*) biomarker genes, which may refer to the putative participation of their encoded proteins in healing processes (based on the mammalian literature). Finally, some gill damage-induced genes (e.g., *ugt2c1*) supported the hypothesis the observed gill damage may have been associated with previous toxic algal blooms.

The liver response of the explored biomarkers (e.g., APR relevant biomarkers, *pparg*) showed a more robust correlation with all gill scores (i.e., GS0, GS1, GS2, and GS3), compared with the gill transcriptional response correlation to the severity of gill damage (i.e., only included GS0, GS1, and GS2). As demonstrated by the present study and Król et al. (8), transcriptomics of diseased gills from fish in open-ocean aquaculture remains a challenging area of research due to multiple reasons (e.g., many potential stressors and pathogens causing gill damage; progression of wound development, resolution and severity). Notwithstanding, the study of the gill transcriptome changes throughout the healing process in fish warrants further investigation. The environmental stressors and predominant pathogens vary over time (e.g., seasonality) and space (i.e., from a fish aquaculture site to another) (178). Multi-site studies and meta-analyses will be necessary to identify common and site/experiment-specific gill gene expression responses to various combinations of stressors/infections. The present study represents one of the first steps towards a better understanding of gill damage (arising from complex environment) and provides resources (e.g., biomarker genes and associated qPCR assays) that will be valuable in the development of gill health-promoting strategies for the Atlantic salmon aquaculture industry.

## Data Availability Statement

The datasets generated for this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found at: https://www.ncbi.nlm.nih.gov/geo/, GSE186728.

## Ethics Statement

The animal study was reviewed and approved by internal and external committee following the Canadian Council on Animal Care.

## Author Contributions

Conceptualization: ME, MLR, AC-S, RB, and RT. Microarray analysis: ME, XX, and MLR. QPCR analyses: ME, XX, and MLR. Data interpretation: ME, XX, AC-S, NU, and MLR. Sample collection: AC-S, XX, and NU. Gill scoring: BM. Writing: ME. Manuscript reviewing and editing: ME, AC-S, MLR, RB, XX, and NU. Figure preparation: ME, AC-S, and MLR. Supervision: MLR. All authors contributed to the article and approved the final manuscript.

## Funding

ME is a post-doctoral fellow supported by the Mitacs Accelerate program (Grant 213950: co-sponsored by Cargill, Incorporated). The majority of research consumables were also funded by the Mitacs and Cargill, Incorporated co-funded grant through the Mitacs Accelerate program. The field study was part of a Genomic Applications Partnership Program projects [GAPP #6607: Integrated Pathogen Management of Co-infection in Atlantic salmon (IPMC) project] funded by the Government of Canada through Genome Canada and Genome Atlantic, as well as EWOS Innovation (now part of Cargill, Incorporated) to MLR. During the sampling both AC-S and NU were recipients of Mitacs Accelerate Postdoctoral Fellowships. The IPMC project was also funded by the Government of Newfoundland and Labrador through the Department of Tourism, Culture, Industry and Innovation (Leverage R&D award #5401-1019-108). Additional funding to MLR was provided by Natural Sciences and Engineering Research Council of Canada Discovery Grants (NSERC; 341304- 2012 and 2020-04519) and by the Ocean Frontier Institute, through an award from the Canada First Research Excellence Fund. Some of the primers for qPCR were designed during GAPP Biomarker Platform for Commercial Aquaculture Feed Development (project # 6604).

## Conflict of Interest

Authors RB, and RT, in the representation of Cargill, Incorporated, and BM, in representation of Cermaq, participated in the design of the trial but had no role in the design of the gene expression experiment, the data collection and analysis, the preparation of this manuscript, and the decision to submit the manuscript for publication. RT and BM are currently not working in Cargill, Incorporated and Cermaq, respectively. Also, NU is currently working at AquaBounty Canada, Inc.

The remaining authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

How the deposited data were processed for this re-analysis (not part of the article)

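Gill RNA of 5 GS0 and 5 GS2 Atlantic salmon was measured on 10 two-colour 44K salmonid arrays. The Cy5 channel held 1 fish and the Cy3 channel a pool of all 10 fish. The authors scanned the arrays and extracted the signals with Agilent Feature Extraction, which subtracted the background, removed spatial trends and normalized the dyes within each array by loess. For each spot the authors deposited the ratio of fish over pool as log10, the processed signals as intensity, the raw mean signals and median backgrounds as intensity, and the quality marks of Feature Extraction. The log10 ratios were changed to log2, and no other normalization was applied. Each array held 43689 probes, and the number of arrays limits the precision. Between 90.9% and 96.0% of the probes were well above background in the Cy5 channel.

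A spot was taken as missing where Feature Extraction marked it as an outlier in either channel, or where neither channel had a positive and significant signal. Probes missing on more than 25% of the arrays were left out, which left 42159 probes. Missing values, 1.27% of the total, were imputed from the 10 nearest probes for Rank Products and for the principal components. Gene names come from Supplementary Table 1 and Table 2 of the paper, matched by probe identifier and checked by probe sequence. The copy of Supplementary Table 1 used holds 286 probes. No genome was used, and positions of genes are not reported here.

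Rank Products was written anew after the method that the paper names, since the RankProd package was not used here. The ranks of the log2 differences were multiplied over 5 random pairs of GS2 and GS0 fish. The p came from the exact distribution of the rank product and was the median over 25 random pairings. The PFP was this p multiplied by the number of probes and divided by the rank of the probe, and probes were called at 5%. The same 42159 probes were tested with limma 3.58.1 in R 4.3.3 by a linear model with moderated variances, two-sided, with Benjamini-Hochberg adjustment at 5%. Both tests were tested on simulated data of the same size, in which 200 probes were changed by 2 on the log2 scale. In these data limma called 92.5% of the changed probes, and 6.09% of its calls were false. The changed probes were drawn at random from all probes, whose median SD within gill scores was 0.30 against 1.51 in the called probes. Simulated probes also varied independently of each other. The 92.5% therefore does not give the power of limma for the called probes, and its 0 calls there do not show that nothing changed. Where all probes had a common spread, Rank Products made 0 calls without a change. Where each probe had its own measured spread, it made 211 calls without a change, and with the change 56.46% of its 457 calls were false.

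Single values were compared by two-sided exact permutation tests over 252 assignments of the fish, and correlations by permutation tests with 100000 resamples. Principal components were computed from the centred log2 ratios of the called probes and turned so that the mean of GS2 was the higher one. In the alternatives each component was turned to correlate positively with the scores of the same component over the called probes and all fish. The muscle and immunoglobulin scores are means over the probes of Supplementary Table 1 that carry a gene of the muscle filament sliding term of Supplementary Table 2, or that the table describes as immunoglobulin, without 1 probe to which both apply. The muscle list held 22 symbols, of which 21 had a probe. Outlying fish were sought by Dixon's ratio, with a critical value of 0.71 for 5 fish and 0.829 for 4. Calculations were made in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, scikit-learn 1.9.0 and matplotlib 3.10.9.

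The tests, the alternatives and the rule for named probes were chosen before the data were examined, apart from the tests and alternatives that the closing parts name as chosen later. The rule names the 27 microarray probes of Table 2, the genes that the text or Figure 3 names as microarray results, and the 5 probes with the largest change in each direction among those called without overlap between the gill scores. Of the probes that the rule names, 1 is not reported here and is left out of the counts of named probes. The values in Table 2 and Supplementary Table 1 had been seen when the rule was written. Where Supplementary Table 1 lists several probes of a gene, the one with the lowest listed PFP is reported, except for *snaclec 1-like*, *dut* and *tpm2*. For *tpm2* the probe that Table 2 lists as *tpm* is reported as well. The rule also covered the preliminary qPCR genes, for which no table pairs a probe, so that they were not analysed here.

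The alternatives were normexp background correction with an offset of 50 and loess, scaling between arrays, the Cy5 channel alone, other definitions of a missing spot, no filter, imputation by the probe mean, all 25 comparisons of GS2 with GS0 fish, pen or slide as a block, array weights, a trended robust prior, a threshold of 1%, and each fish left out in turn. Slide was taken from the deposited data and pen from the names of the fish. The qPCR measurements, the liver samples, the manual assignment of probes to themes and the GO term enrichment were not analysed here.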

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

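Of the tests given here, those of muscle tissue, of exchanged fish and of array quality were chosen only after the results were seen. The test of array quality was first written with the share of outlying probes as its only criterion. Under that criterion the value for GS2 fish 1-1 would have counted as lower quality. It was then divided by fish, and signal over background and spots that were not uniform were added, after the shares had been seen.

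In 32 of 116 groups of fish examined, over the named probes, the muscle and immunoglobulin scores and the PC1 and PC2 scores, 1 fish lay far from the others of its gill score by Dixon's ratio, where chance alone gives about 5.8. These groups are not independent, since many of the probes rose and fell together. GS0 fish 2-4 accounted for 16, and GS2 fish 1-1 and 2-12 for 4 each. GS0 fish 3-13 and GS2 fish 1-2 accounted for 2 each, and GS0 fish 2-24, 2-8 and 3-7 and GS2 fish 1-13 for 1 each.

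GS0 fish 2-4 was higher than the other GS0 fish in muscle genes. Its log2 ratio was 0.80 for *actc1*, -0.87 for *aldoa*, 0.28 for *casq2*, 1.01 for *klhl41b*, 0.11 for *mb*, -2.41 for *myh* and -0.74 for *pgam2*. It was 0.41 for *tnnt2*, 0.19 for *tpm*, 0.93 for *acta1*, 0.84 for *myh7*, 0.62 for *tpm2* and 0.92 for *myl1*. The mean over the muscle probes was 0.20 in this fish, against -2.74 to -2.44 in the other GS0 fish. The same fish was also apart in C035R128 (0.88) and *mxra5* (0.05). Over all probes measured on every array it took 22.5% of the outlying values of the GS0 group, close to an equal share among 5 fish. This argues against a lower quality for the spots that were kept. Its Cy5 signal over background was 28.5, the highest of the arrays. Its 2484 spots that were not uniform had been taken as missing, so the share does not cover them. The quality of the array as a whole is therefore not settled by the share.

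Different amounts of muscle tissue in the gill samples are a candidate explanation for the muscle pattern. The muscle list is the 22 symbols of the muscle filament sliding term, all of which the study picked from these arrays, and 21 of them had a probe. Among fish of one gill score the deviations of its 49 probes had a median pairwise correlation of 0.941. Shared regulation of muscle genes within the gill would give the same correlation, and no table separates it from an amount of tissue. The brightest probe of the list, that of *tpm2* (C149R127), had a mean log2 Cy5 signal of 12.63 in GS0 and 13.74 in GS2, and the next, of *tnni1*, had 9.90 and 11.18. The median over the list was 7.66 in GS0 and 9.16 in GS2. Signals of different probes do not rank transcripts by abundance. An exchange of GS0 fish 2-4 with GS2 fish 1-1, which had the lowest muscle mean of GS2 at -2.70, was tested by limma with both exchanged. It gave 1919 probes at an unadjusted p under 0.05, against 1662 as labelled, and 5 limma calls at an adjusted p of 5%, against 0. These were *jph2*, *eln*, *wap* and 2 probes that the tables do not pair with a gene, and *wap*, which is outside the rule for named probes, is given because its call was seen. The 2 fish were picked for their muscle values, so that more calls with them exchanged are no evidence of an exchange. The exchange and the labels as given cannot be told apart by these counts, since no number of probes would have excluded an exchange. A biological difference between fish of one gill score, such as the site or stage of the damage, was not tested.

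GS2 fish 1-1 lay apart in *eln* (-2.07), *trim39-like* (-2.87), *olfm4* (1.43) and *jph2* (-2.48). Over all probes measured on every array it took 59.9% of the outlying values of the GS2 group. Its Cy5 signal over background of 23.2 and its 388 spots that were not uniform were within the range of the other arrays. An array of lower quality and a fish that differs from the other GS2 fish cannot be told apart, since each fish was on 1 array.

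GS2 fish 2-12 lay apart in *ddit4* (1.73), C035R128 (-6.23), *tuba1b* (-4.35) and *tspan1* (-2.29), GS2 fish 1-2 in *copz1* (-3.40) and C026R144 (-1.09), and GS2 fish 1-13 in *ugt2c1* (-3.42). Among GS0 fish, 2-24 lay apart in *chtop* (-2.53), 2-8 in *abhd10* (-1.04), 3-7 in *tuba1b* (0.35) and 3-13 in *igkv3* (-0.045) and *igkv5-2* (-0.28). The probes of *chtop*, *copz1*, *tuba1b*, *tspan1* and C035R128 have 2 separate levels, whose tests are given among the other observations. For the other single values no technical or biological explanation was tested.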

How the results depend on the processing

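Spots of one sequence averaged, other seeds for the pairing, normexp with slide as a block, the probes of Supplementary Table 1 with no filter, and the qPCR correlations with the fold changes of Supplementary Table 1, without the 2 genes farthest on the array axis and without the probes with separate levels were chosen after seeing the data.

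The counts of Rank Products depended on the processing. Of 12 alternatives apart from seeds and fish left out, 9 gave an upregulated count within 1.5 times 246, and 8 a downregulated count within 1.5 times 45. With pen as a block there were 75 upregulated and 2 downregulated probes, and with slide as a block 112 and 25, where fewer pairs of fish are compared by construction. At a threshold of 1% there were 88 and 18. The Cy5 channel alone gave 25 downregulated probes, and the cause was not tested. With fish left out in turn the upregulated count ran from 33 without GS0 fish 2-24 to 273 without GS2 fish 1-13, and 3 of 10 were within 1.5 times the full count. The downregulated count ran from 16 without GS0 fish 3-7 to 29 without GS0 fish 2-4, and 0 of 10 were within that factor. A test with fewer fish has less power by construction, but the cause of the differences between fish was not tested.

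The counts of limma were 0 upregulated in 13 of 13 alternatives and 0 downregulated in 12 of 13, with 1068 to 3023 probes at an unadjusted p under 0.05 over all settings, and Rank Products calling 291 with all fish. With pen as a block limma called 1 downregulated probe, of *samd9l* (log2FC -4.32, SE 0.35, adjusted p 0.0121). With fish left out in turn it called 0 to 1 upregulated and 0 to 2 downregulated probes. These were C026R144 and *chtop* without GS0 fish 2-24, *abhd10* and *pld3* (-2.61, adjusted p 0.0356) without GS0 fish 2-8, *rergl* (2.10, adjusted p 0.0156) without GS2 fish 1-1, and *tspan1* without GS2 fish 2-12. The genes *samd9l*, *pld3* and *rergl* are outside the rule for named probes and are given because their values were seen. The smallest adjusted p over all settings ran from 2.11e-05 to 1.00, and the cause of these calls was not tested. For C026R144, *chtop*, *abhd10* and *tspan1* the fish left out had the value nearest to the other gill score, which lowers the p by construction.

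The sign of a component is arbitrary, so in each alternative it was turned to correlate positively with the scores of all fish over the called probes. For PC1 this correlation was 0.279 over all filtered probes, which is another axis and says nothing about stability, and at least 0.913 in the other alternatives. In these the PC1 difference of 25.4 had the same sign, though within slide 1 it was -4.39. With unit variance it was 16.4 and fell below p = 0.05 in the exact test, and the cause was not tested. With fish left out it ran from 20.7 without GS2 fish 1-2 to 32.9 without GS0 fish 2-4. The PC1 share of variance was 23.9% over all filtered probes, which are not selected for a difference, and 46.2% to 57.8% with fish left out, the highest without GS2 fish 1-1. The PC2 difference of 7.33 was of the other sign with the probes of Supplementary Table 1, to -2.23, and with no filter to -2.33. It ran from -0.62 without GS2 fish 1-1 to 10.4 without GS0 fish 2-24. The PC2 share was 17.3% over all filtered probes and 15.0% without GS2 fish 1-1 to 28.2% without GS0 fish 2-4. The PC3 difference of 9.18 had an exact p of 0.0794 and one under 0.05 in 4 of 14 alternatives. It was positive in 13 of them, and -34.6 over all filtered probes, which is another axis. The cause of the changes in PC2 and PC3 was not tested.

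The differences of the muscle and immunoglobulin scores kept their direction in all 4 alternatives and with each of the 10 fish left out. Pearson's r between array and qPCR kept its sign and stayed below p = 0.05 in all 6 alternatives. Spearman's rho was 0.258 with normexp and loess, 0.318 without *chtop* and *myh*, and 0.318 without *chtop* and *snaclec 1-like*, and no longer below 0.05. The cause was not tested.

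Of the 54 named probes, all but *ddit4* kept the direction of their log2FC in every alternative that measured them and with every fish left out. With spots absent if either channel was not significant and with only spots well above background, 52 of the 54 were measured. For *ddit4* the log2FC changed from -1.11 to 0.52 with pen as a block, and the cause was not tested. With pen as a block 33 of the 54 were no longer called by Rank Products, and with a single fish left out between 25 and 41 of the 54 were called or not called as with all fish.

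The Cy5 signal over background, with a median of 18.2 to 28.5 per array, limits probes near the background. Probe C198R016 was not well above background on any GS0 array. With its GS0 signals raised to at least the lowest one well above background, GS2 was 1.41-fold higher, or 1.11-fold without GS2 fish 1-1. As it was well above background on only 3 of the 5 GS2 arrays, this is not a strict lower limit. The probes of *abhd10* and *gabra2* were well above background on 2 of 5 GS2 arrays.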

Differences from the paper's values

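The criteria used ask for a difference beyond the spread between fish or the paper's error and a factor of 1.5, or for unlike signs. By these criteria no value of the paper counted as different from that computed here. This held for the counts of Rank Products, the shares of variance of the principal components, the correlation of array with qPCR and the 27 fold changes of Table 2. For the fold changes the criteria are wide and could hardly have been met, since both values come from the same arrays. They passed over *myh*, for which Table 2 gives 5.7 and the fold change here was 6.516. The paper's correlation used qPCR values of single GS2 fish, an unlike measure to the one here.

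The paper's text counts *ugt2c1* among the transcripts upregulated in the microarray. The log2FC computed here was -1.41, lower in GS2 on all 3 slides and with each fish left out, and the fold change that Table 2 of the paper gives for the array is also below 1. It was lower in every alternative tried.

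The paper lists *casq2*, *ddit4* and *dnajb6* among its called probes. The PFP here was 0.0706 for *casq2*, 0.0504 for *ddit4* and 0.0516 for *dnajb6*. Of 20 alternatives, including those with a fish left out, *casq2* was called in 1, *ddit4* in 7 and *dnajb6* in 2. The probe of *casq2* was called only without GS2 fish 1-1, with a PFP of 0.049. That of *ddit4* was called with normexp and loess (0.0175), scaled between arrays (0.017), with spots absent if either channel was not significant (0.0417), with only spots well above background (0.0444), over all 25 comparisons (0.00484), without GS0 fish 3-13 (0.031) and without GS2 fish 2-12 (0.0209). That of *dnajb6* was called with spots absent if either channel was not significant (0.0462) and with only spots well above background (0.041). Of the 27 probes of Table 2, 25 were called here.

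Of the probes in the copy of Supplementary Table 1, 201 upregulated (79.8%) and 30 of 34 downregulated ones were called here. With limma, 0 of these probes passed an adjusted p of 5% in the comparison of all fish, while 1662 of all probes had an unadjusted p under 0.05.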

Other observations

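The tests over other splits of the fish, of the levels of single probes, of inherited differences, of the noise of single spots and of slides and pens by part of the called probes were chosen only after the results were seen. The test of spot noise was first written for the probes with separate levels and was moved to the called probes after its result had been seen, since no probe with separate levels has another spot of its sequence.

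Chance cannot be excluded as the origin of the number of called probes. Of 100 splits of the 10 fish into 5 and 5, drawn from the 126 possible and with the real one included, 17 gave at least the 291 calls of Rank Products and 15 at least its 246 upregulated probes in either direction, since the 2 groups of a split have no order. The other splits gave 17 to 674 calls, with a median of 148. That all 100 gave at least the 0 calls of limma follows from the 0 and tests nothing, and 18 of the others gave a limma call. At an unadjusted p under 0.05, 48 of the 100 gave at least the 1662 probes of the real split. The split with the most calls, 674, put GS0 fish 2-4 and 2-8 with GS2 fish 1-2, 1-1 and 1-13, and gave 227 limma calls. This split is close to slides 1 and 2 against slide 3, and differs from that by GS0 fish 2-24. Splits that follow slides can raise the counts of splits, so all 54 splits that keep the number of GS0 and GS2 fish on each slide were also run. Of these, 6 gave at least 291 calls and 5 at least 246 probes in either direction, with 23 to 367 calls and a median of 116 in the others. With slide as a block, Rank Products called 112 upregulated and 25 downregulated probes between the gill scores, and 9 of the 54 splits gave at least as many calls. With limma and slide as a block, 32 of the 54 gave at least the 1612 probes of the real split at an unadjusted p under 0.05. Chance is therefore not excluded within slides either.

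Probes that vary widely between fish of one gill score may take extreme ranks and be called by Rank Products without a difference that limma finds. When the log2 ratios were divided by the moderated spread of each probe, Rank Products called 51 probes, 18 upregulated and 33 downregulated, of which 20 were among the 291. This count lies between the values that the test set for and against the explanation. In simulated data without a change but with the measured spreads, Rank Products called 211 probes. Of the 291, 259 (89.0%) were among the 5% of probes with the largest spread, and 102 had an unadjusted limma p under 0.05.

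A difference between slides or pens was set against the difference of the called probes, over all 291 and by part. With slide as a block the median ratio of the adjusted to the unadjusted log2FC was 0.822, and 290 of the 291 kept their sign. With pen as a block the ratio was 0.924, and 283 kept their sign. These medians mix parts that moved apart. For the 46 called muscle probes the ratio was 1.94 with pen as a block and 0.827 with slide. For the 91 called immunoglobulin probes it was 0.369 and 0.605, and for the 154 others 1.08 and 0.904. For the others, slide as a block took away little of the difference. Their ratio was at least 0.8, and the mean over the part stayed more than 2 SE from 0. That mean cannot decide on slides, since the probes were called for this difference on the same fish. All fish of pen 3 were on slide 3 and those of pen 1 on slides 1 and 2, so slides and pens cannot be fully separated. A difference between pens stays open for every part. With pen as a block, pens 2 and 3 each gave only 1 GS2 fish, and that of pen 2 had the highest muscle mean. For the immunoglobulin probes slides are not excluded either. For the muscle probes slides stay open, with a blocked difference of 1.46 (SE 1.17). The probes had been chosen for their difference, which favours a value away from 0 in each part. As a factor of its own, slide had 0 limma calls and 4319 probes at an unadjusted p under 0.05, and pen had 4 calls and 3334 probes. The tables give no gene symbol to these 4 probes, and 1 of them is among the 291. Pen 1 held GS2 fish only, so that a part of the difference that comes from pen 1 remains open.

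Noise of single spots is argued against as the source of the wide spread of the called probes. For 12 sequences with a called probe and more than 1 spot, the spots had a median correlation over the fish of 0.989, with a lowest of 0.825. Over all 475 sequences on several spots the median was 0.773.

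The 34 probes with 2 separate levels, such as *chtop*, divided the fish in 28 different ways, of which the most frequent was shared by 4 probes. The levels followed gill score in 0 of them, 1 slide in 0 and 1 pen in 1. Inherited differences between the fish, in the sequence under the probe or in the number of gene copies, are a candidate explanation that needs many divisions. No genotype was measured, so they cannot be told apart from other differences between single fish. Without the 3 of these probes in Table 2, *chtop*, *copz1* and *trim39-like*, Pearson's r between array and qPCR across the other 24 genes was 0.657 (permutation p = 0.00027), against 0.547 with all 27. These probes may therefore account for part of the gap between array and qPCR, a hypothesis found and tested on the same data.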
